# MicroR408 regulates defense response upon wounding in sweet potato

**DOI:** 10.1093/jxb/ery381

**Published:** 2018-11-05

**Authors:** Yun-Wei Kuo, Jeng-Shane Lin, Yu-Chi Li, Min-Yao Jhu, Yu-Chi King, Shih-Tong Jeng

**Keywords:** *GAUT*, *KCS*, miR408, *PCL*, small RNA deep sequencing, sweet potato, wounding

## Abstract

MiRNAs play diverse roles in plant development and defense responses by binding to their mRNA targets based on sequence complementarity. Here, we investigated a wound-related miR408 and its target genes in sweet potato (*Ipomoea batatas*) by small RNA deep sequencing and transcriptome analysis. The expression patterns of miR408 and the *miR408 precursor* were significantly repressed by wounding and jasmonate (JA). In contrast, expression of the putative target genes *IbKCS* (3-ketoacyl-CoA synthase 4), *IbPCL* (plantacyanin), and *IbGAUT* (galacturonosyltransferase 7-like) of miR408 was increased following wounding, whereas only *IbKCS* was increased after JA treatment. Target cleavage site mapping and *Agrobacterium*-mediated transient assay demonstrated that *IbKCS, IbPCL*, and *IbGAUT* were the targets of miR408. The expression of miR408 target genes was repressed in transgenic sweet potatoes overexpressing miR408. These data indicated a relationship between miR408 and its target genes. Notably, miR408-overexpressing plants showed a semi-dwarf phenotype and attenuated resistance to insect feeding, while transgenic plants overexpressing *IbKCS* exhibited more insect resistance than plants overexpressing only the empty vector. Collectively, sweet potato reduces the abundance of miR408 upon wounding to elevate the expression of *IbKCS*, *IbPCL*, and *IbGAUT*. The expression of *IbKCS* enhances the defense system against herbivore wounding.

## Introduction

Plants possess complex signaling systems to survive biotic and abiotic stressors (Wong and Shimamoto, 2009). Unlike animals who can escape from extreme environments, plants respond to different stresses by activating the expression of various genes. Wounding is one of the frequent stresses for terrestrial plants (Savatin *et al.*, 2014). The physical damage caused by rain, wind, herbivore feeding, or microbial attack triggers wounding responses in plants (de Bruxelles and Roberts, 2001), and these responses affect plant growth and development (Bowles, 1990; Savatin *et al.*, 2014). Plants have evolved complex defense systems against wounding. Responses to damage are local, systemic, or both (León *et al.*, 2001). Early wounding signals, including jasmonate (JA), ethylene, Ca^2+^ influx, nitric oxide, and H_2_O_2_, can regulate wounding-responsive genes to function in defense-related processes (Pozo *et al.*, 2008; Wasternack and Hause, 2013). In response to a wounding signal from herbivory, plants activate the expression of proteinase inhibitor and lectin genes, which impair the activity of insect digestive enzymes to decrease the damage by herbivory (Howe, 2004; Chen *et al.*, 2008; Chen *et al.*, 2016*b*). In addition, several factors, including lignin, pectin, suberin, and waxes, are stimulated in wounded tissue to heal the tissue or to form a physical barrier to prevent further damage (Eigenbrode and Espelie, 1995; Kunst and Samuels, 2003; Pollard *et al.*, 2008; War *et al.*, 2012)

MiRNAs are important regulators in developmental processes and stress responses in plants (Jones-Rhoades and Bartel, 2004; Voinnet, 2009; Rogers and Chen, 2013; Budak *et al.*, 2015; Niu *et al.*, 2016). MiRNAs are usually 20–24 nucleotides in length (Zhang *et al.*, 2006; Rogers and Chen, 2013), and are evolutionarily conserved (Lau *et al.*, 2001; Fukao *et al.*, 2007). These non-coding miRNAs are processed from the single-stranded endogenous transcripts, which fold into hairpin stem–loop structures called primary miRNAs (pri-miRNAs) (Sunkar *et al.*, 2007; Mendes *et al.*, 2009; Miskiewicz *et al.*, 2017). Pri-miRNAs are cleaved by DICER-LIKE 1 (DCL1) to form precursor miRNA (pre-miRNA) (Kim, 2005; Rogers and Chen, 2013). DCL1 also carries out the cleavage of pre-miRNA to release the short miRNA:miRNA* duplex (Axtell *et al.*, 2011), in which miRNA is the guide strand and miRNA* is the degraded strand (Voinnet, 2009; Samad *et al.*, 2017). The guide strand miRNAs incorporate into the RNA-induced silencing complex (RISC) through binding with Argonaute (AGO) proteins (Budak and Akpinar, 2015). The mature miRNAs target nearly perfect complementary sequences (Reinhart *et al.*, 2002; Rhoades *et al.*, 2002) to cleave their target mRNA, resulting in transcriptional gene silencing or translational inhibition (Bartel, 2004; Khraiwesh *et al.*, 2010; Ameres and Zamore, 2013; Rogers and Chen, 2013). Plant miRNAs have been demonstrated to regulate the expression of genes encoding transcription factors, stress-responsive proteins, and growth-related proteins (Rhoades *et al.*, 2002; Jones-Rhoades and Bartel, 2004; Voinnet, 2009; Li and Zhang, 2016; Samad *et al.*, 2017). These conserved miRNAs have multiple functions in different plants against environmental factors, including oxidative stress, copper or phosphate deficiency, ultraviolet stress, salt stress, abscisic acid stress, water deficiency, osmotic stress, and pathogen infection (Reinhart *et al.*, 2002; Abdel-Ghany and Pilon, 2008; Jagadeeswaran *et al.*, 2009; Jia *et al.*, 2009a, b; Yamasaki *et al.*, 2009; Zhu *et al.*, 2011; Juszczak and Baier, 2012).

Several miRNAs involved in wounding have been identified (Bozorov *et al.*, 2012; Lin *et al.*, 2012, 2013; Tang *et al.*, 2012; Wang *et al.*, 2014). The expression levels of miR159, miR160, miR167, miR396, miR403, miR408, and miR828 are increased in tobacco during wounding (Bozorov *et al.*, 2012), and those of miR156, miR164, miR166, miR168, miR171, miR172, miR319, miR390, miR393, miR394, and miR398 are enhanced particularly when herbivores attack (Bozorov *et al.*, 2012). Additionally, tobacco miR319, miR394, and miR828 are JA-dependent miRNAs, which were predicted to regulate JA biosynthesis in the face of herbivore wounding (Bozorov *et al.*, 2012). Furthermore, miR828 and small RNA8105 are induced in sweet potato upon wounding, and enhance the production of lignin to strengthen the cell wall (Lin *et al.*, 2012, 2013). This sophisticated regulatory pathway of miRNA has diverse roles in plant development, hormone regulation, metabolite synthesis, and defense responses.

Sweet potato is one of the most important food crops with high resistance to stress, especially wounding. Several researchers indicated that multiple transcriptional regulations are activated against wounding in sweet potato (Lin et al., 2012, 2013, 2014; Chen *et al.*, 2016a, b; Li *et al.*, 2016). In this study, we further investigate the wound-repressible miRNAs in sweet potato. Small RNA deep sequencing was performed to survey the wound-responsive miRNAs extensively. Analytical and functional characterizations of these wound-related miRNAs, miRNA precursors, and their target genes allow us to determine the miRNA-mediated mechanisms in sweet potato upon wounding.

## Materials and methods

### Plant materials, growth conditions, and stress treatments

Sweet potato (*Ipomoea batatas* cv. Tainung 57) and tobacco (*Nicotiana tabacum* L. cv. W38) plants were grown in growth chambers (16 h/25 °C light and 8 h/22 °C dark; 70% humidity) under illumination of 30 µmol photons m^–2^ s^–1^ and 60 µmol photons m^–2^ s^–1^, respectively. Plants with 6–8 fully developed leaves were used in this study. The third fully expanded sweet potato leaves counted from the terminal bud were treated by wounding, 50 µM methyl jasmonate (MeJA; Sigma, St. Louis, MO, USA), or *Spodoptera litura*. In the wounding treatment, leaves except the primary veins were pressed by tweezers. In the *S. litura* feeding assay, the third fully expanded leaves were placed in plastic Petri dishes (90 mm) containing wet filter paper. The third-instar *S. litura* were individually placed on each leaf at 25 °C under a 16 h light/8 h dark photoperiod. All the analyses were performed in at least three independent biological replicates.

### Small RNA library construction, sequencing, and processing

Total RNAs from leaves wounded for 30 min and unwounded leaves were extracted by Trizol reagent (Invitrogen, Carlsbad, CA, USA). The small RNA libraries were prepared following the Small RNA Sample Preparation Protocol of Illumina TruSeq, and then sequenced by the Illumina Genome Analyzer IIx. Sequencing data were compared with the known plant miRNAs in the miRBase database (Kozomara and Griffiths-Jones, 2011). The perfectly matching sequences were considered as the conserved miRNAs. The miRNAs whose expression levels changed were classified as wound-inducible miRNAs (>1.2-fold) and wound-repressible miRNAs (<0.8-fold). The raw data of small RNA deep sequencings were uploaded to the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) with accession number GSE115176. The miRNAs repressed in sweet potato upon wounding are shown in Supplementary Table S1 at *JXB* online.

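Supplementary Table S1 lists 51 names without their sequences, so each name was matched to the deposited counts by its pair of RPM values. For 28 names exactly 1 sequence of 18 to 26 nt had RPM values that round to both printed values, and 23 names, none with more than 223 reads in the unwounded library, had several such sequences and were left out. The match used no sequence, yet matched names of 1 family differed from each other by a median of 2 edits, against 12 between families. The largest difference within a family was also 12. The matched names included 8 of miR166 and 6 of miR396, which weigh most in this median. A family with 1 matched name could not be checked this way. All 28 matched names had a ratio below 0.8, as the table was made from such miRNAs, and their median ratio was 0.675. With the reads of 21 nt for scaling, which moved this count most, 11 of the 28 were below 0.8. Under each other scaling tried, 21 to 28 were. The matched names themselves made up 34.0% of the 21-nt reads in the unwounded library, so that scaling partly divides them by their own reads. The most abundant were aly-miR166a-3p (UCGGACCAGGCUUCAUUCCCC), with 1008302 and 700765 reads and a ratio of 0.723, and aqc-miR166a (UCGGACCAGGCUUCAUUCCUC), with 88386 and 58943 reads and a ratio of 0.694. They were followed by aaU-miR396 (UUCCACAGCUUUCUUGAACUG), with 19846 and 15152 reads and a ratio of 0.794, aly-miR396b-5p (UUCCACAGCUUUCUUGAACUU), with 16459 and 11323 reads and a ratio of 0.716, and cca-miR408, the sequence of Ib-miR408. The sequence of aly-miR166a-3p was the most abundant of all in both libraries.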

### Transcriptome sequencing and *de novo* assembly

Total RNAs from sweet potato leaves were extracted using Trizol reagent (Invitrogen). Then, the RNA Sample Prep v2 LS Protocol of Illumina TruSeq was followed to prepare the sweet potato *de novo* transcriptome library. The transcriptome library was then sequenced by the Illumina MiSeq platform. RNA sequence contigs were *de novo* assembled using the Trinity platform (Grabherr *et al.*, 2011) (http://trinityrnaseq.sourceforge.net/). The contigs were blasted based on the Blastn/Blastx NCBI database for gene annotation.

### Prediction and validation of miR408 precursor and target genes

The small RNA deep sequencing databases were mapped with the sweet potato transcriptome database by Bowtie software (Langmead, 2010) (http://bowtie-bio.sourceforge.net/manual.shtml) to predict the wound-regulated miRNA precursors and target genes. For miR408 precursor prediction, the mRNA contigs that perfectly match with the miR408 sequence were considered as potential miR408 precursors (pre408). The secondary structure of the potential pre408 contigs was predicted by Mfold (Zuker, 2003) (http://unafold.rna.albany.edu/?q=mfold). The contig with the correct stem–loop structure forming a miRNA:miRNA* duplex was selected as pre408. Furthermore, to define and characterize *pre408*, it was isolated from sweet potato cDNA by PCR with the primer pair Pre408-F/Pre408-R (primers are listed in Supplementary Table S2).

Plant miRNAs recognize target mRNAs through sequence complementarity. To evaluate the complementarities of miRNAs and targets, the penalty scores were calculated based on the procedure described by Meyers *et al.* (2008) and Liu *et al.* (2014). The penalty scores represent the pairing between miRNAs and targets. A mismatch is defined as 1 point; a GU wobble is defined as 0.5 point; and a gap is defined as 2 points. To identify potential miR408 target genes in sweet potato, the miR408 sequence was searched against the transcriptome contig data set. The contigs that have more than three points or have a mismatch in the central region, the 9–11 nucleotides from the 5' end of miR408, were excluded from analysis.

### Small RNA blot assay

Total RNA (20 µg) extracted from sweet potato leaves was separated by electrophoresis using a 12% polyacrylamide gel containing 8 M urea (Amresco Inc., USA). Then the RNA gel was transferred to a Hybond-NX membrane (GE Healthcare, USA) and cross-linked by UV (Pall *et al.*, 2007). For miR408 detection, the blotted membranes were hybridized with the radiolabeled gene-specific RNA probes, produced by *in vitro* transcription (Jeng *et al.*, 1990, 1992) using T3 RNA polymerase (Promega, Madison, WI, USA). The antisense sequence of miR408 fused with the T3 promoter was synthesized and annealed with the T3 top strand (Supplementary Table S2) as the DNA template for transcription to synthesize the miR408 RNA probe by T3 RNA polymerase (Promega). The procedures of pre-hybridization, hybridization, and washing were performed as previously described (Lin *et al.*, 2012). The membrane was exposed to a Phosphorimager screen (Molecular Dynamics) for 3–4 d after washing, and then was scanned by Phosphorimager (Typhoon 9400). In addition, the membrane was stripped and re-hybridized with the radiolabeled 5.8S rRNA probe, produced by PCR with primers 5.8S rRNA-F/5.8S rRNA-R (Supplementary Table S2), and it served as an internal control for small RNA blot assays. Three independent experiments were performed for each sample.

### RNA extraction and quantitative real-time PCR (qRT-PCR) analysis

Total RNA was extracted from sweet potato leaves using Trizol reagent (Invitrogen), and then treated with RNase-free Turbo DNase (Thermo Fisher) to remove contaminated genomic DNA. RNA (2 µg) was used to synthesize the first-strand cDNA using Moloney murine leukemia virus (MMLV) reverse transcriptase (Invitrogen) with primer T25VN (Supplementary Table S2). The cDNAs were further analyzed by qRT-PCR (SYBR FAST qRT-PCR Master Mix, BioRad). The *IbActin* gene was used as an internal control to normalize the gene expression.

To detect the expression of miRNA, poly(A) tailing assay was performed (Shi and Chiang, 2005; C. Wang *et al.*, 2013). RNAs were polyadenylated by poly(A) polymerase (New England BioLabs) at 37 °C for 60 min. The poly(A) RNA was reverse transcribed with a poly(T) adaptor containing universal primer-1 (MatureRT-1) (Supplementary Table S2) into cDNA. For miRNA analysis, the miR408-specific primer and miRNA universal primer-1 (UniPCR 1) (Supplementary Table S2) were used for qRT-PCR (Shi and Chiang, 2005). The expression of 5.8S rRNA was used for qRT-PCR normalization (Supplementary Table S2). Three independent experiments were performed for each sample.

### Isolation and sequence characterization of *IbKCS, IbPCL*, and *IbGAUT* genes

The transcriptome data of sweet potato provide only partial gene sequences. Therefore, 5' and 3' RACE was used to obtain the full coding sequences of the targets of miRNAs. RACE was performed as previously described (Lin *et al.*, 2012). RNAs were ligated with 5-RNA adaptor and 3-RT adaptor. After being reverse transcribed to cDNA, these PCR fragments were cloned and sequenced by 5- or 3-adaptor primers and gene-specific RACE primers (Supplementary Table S2).

### Mapping of miR408 cleavage sites

Modiﬁed RNA ligase-mediated 5' RACE (5'-RLM-RACE) and 3' poly(A) polymerase-mediated RACE (3'-PPM-RACE) were used to confirm the miR408-directed cleavage site as previously described (Kasschau *et al.*, 2003; Lin *et al.*, 2012; C. Wang *et al.*, 2013). For 5'-RLM-RACE, total RNAs from sweet potato leaves were ligated to a 5-RNA adaptor (Supplementary Table S2) by T4 RNA ligase (New England Biolabs). For 3'-PPM-RACE, RNAs were polyadenylated by poly(A) polymerase (New England BioLabs), and the poly(A) RNAs were reverse transcribed with a poly(T) 3-RT adaptopr (Supplementary Table S2) into cDNA. Then, PCRs using 5- or 3-adaptor primers and gene-specific primers (Supplementary Table S2) were applied. The PCR amplicons were cloned, and sequenced to determine the cleavage sites in target mRNAs.

### Constructs and plant transformation

*Pre408* was cloned into the binary vector pCAMBIA2300 driven by the 35S promoter. These constructions were transferred into *Agrobacterium rhizogenes* strain 15834 for plant transformation. For sweet potato transformation, the leaves from virus-free tissue culture were infected by *A. rhizogenes* strain 15834 for hairy root induction (Lin *et al.*, 2012, 2013; Li *et al.*, 2016). The induced roots were further selected by 30 ppm kanamycin for 14 d. Plants regenerated from the transgenic hairy roots were used.

For ectopic expression of *IbKCS*, *IbPCL*, and *IbGAUT* in tobacco, the ORFs of these genes were cloned into the binary vector pCAMBIA2300, which harbors a 35S promoter. These constructions were then separately transferred into *Agrobacterium tumefaciens* strain LBA4404 (Horsch *et al.*, 1985). For tobacco transformation, leaf discs co-incubated with *A. tumefaciens* strain LBA4404 were used to generate transgenic plants under kanamycin selection.

### *Agrobacterium*-mediated transient expression in tobacco

*Agrobacterium tumefaciens* (LBA4404) was infiltrated into *N. tabacum* leaves as previously described (Kim *et al.*, 2009; Lin *et al.*, 2012). The sequence of *pre408* was obtained by PCR with primer set Pre408-F/Pre408-R (Supplementary Table S2), and then inserted into the pCAMBIA1300 vector. Short tandem target mimic (STTM) is an approach for silencing speciﬁc small RNAs *in vivo*. The fragment STTM408 was designed and obtained as previously described (Yan *et al.*, 2012) by PCR using primer set Xba1-STTM-Mimic408-1F/Xma1-STTM-Mimic408-2R (Supplementary Table S2), and cloned into pCAMBIA1300. The ORFs of *IbKCS*, *IbPCL*, and *IbGAUT* were amplified by PCR with gene-specific primer pairs (Supplementary Table S2), and were inserted in pCAMBIA2300.

Agrobacteria carrying pCAMBIA1300 (EV), pCAMBIA1300-*pre408* (Pre408), pCAMBIA1300-*STTM408* (STTM), pCAMBIA2300-*IbKCS* (*IbKCS*), pCAMBIA2300-*IbPCL* (*IbPCL*), or pCAMBIA2300-*IbGAUT* (*IbGAUT*) were generated to infiltrate mature leaves of tobacco. After 4 d of infiltration, total RNAs of the infiltrated leaves were isolated using Trizol reagent (Invitrogen). Total RNAs were treated with RNase-free Turbo DNase (Thermo Fisher), and then reverse transcribed to cDNAs for gene expression analyses. qRT-PCR was used to detect the expression of *IbKCS*, *IbPCL*, *IbGAUT*, *NPTII*, and *NtActin* in tobacco.

### Insect bioassay with *Spodoptera litura*

The method of insect bioassay in this study was modified from previous reports (Song *et al.*, 2013; Chen *et al.*, 2016*b*). The third fully expanded leaves of wild-type, transgenic sweet potatoes, and transgenic tobacco were placed in plastic Petri dishes (90 mm) containing wet filter paper. The second-instar *S. litura* larvae were placed on each leaf at 25 °C under a16 h light/8 h dark photoperiod. Larval weights (*n*≥10) were determined after 5, 7, and 9 d of feeding. These analyses included three independent biological repeats.

### Chlorophyll content and chlorophyll fluorescence measurement

For chlorophyll content assay, the third leaves of wild-type and transgenic sweet potatoes were extracted by 80% acetone. The leaves were then incubated in 80% acetone at 4 °C overnight, and clarified by centrifugation at 14 000 *g* for 5 min. The absorbance of the supernatant was measured at wavelengths of 645 nm and 663 nm by spectrophotometry (Inﬁnite M200 plate reader) as previously described (Minocha *et al.*, 2009). These analyses included three independent biological repeats.

Photoinhibition was determined by measuring the potential quantum yield (*F*_v_/*F*_m_) of dark-adapted samples as described by Genty *et al.* (1989). The variable/maximal fluorescence ratio (*F*_v_/*F*_m_) represents the activity of PSII, and was used to assess functional damage to the plants (Artus *et al.*, 1996). Chlorophyll fluorescence was measured by a Photosynthesis Yield Analyzer (Mini-Pam, Heinz Walz GmbH, Effeltrich, Germany) (Rascher *et al.*, 2000). The wild-type and transgenic sweet potatoes grown normally for 6 weeks were dark-adapted for 30 min before chlorophyll fluorescence measurements. After 30 min of acclimation, the *F*_v_/*F*_m_ of the third fully expanded sweet potato leaves was measured by a mini PAM at a light intensity of 110 µmol photons m^–2^ s^–1^. The *F*_v_/*F*_m_ values were examined from one leaf per plant for five plants in each transgenic line. This experiment was executed in three replicates.

### Water loss rate measurements

To compare the water loss rates between wild-type and miR408-ox sweet potato, the detached leaves from 8-week-old plants were placed on weighing paper inside the same growth room at 25 °C. The weights of leaves were determined at various intervals, and the loss of fresh weight (percentage) was used to indicate the water loss rate (Shi *et al.*, 2012; Cheng *et al.*, 2013). These analyses were repeated in three biological replicates.

## Results

### Identiﬁcation of miR408 during the wounding response

Wounding-inducible miRNAs have been found and investigated in sweet potato (Lin *et al.*, 2012, 2013). In this study, we were interested in identifying the miRNAs that are repressed by wounding. 

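Small RNA was sequenced from 1 library of unwounded leaves and 1 library of leaves wounded for 30 min, on the Illumina Genome Analyzer IIx. The paper gives the light during growth as 30 µmol photons m-2 s-1, and the sample labels give 20. The authors trimmed the adapters, collapsed identical reads and deposited, for each library, distinct sequences of 15 to 25 nt with their read counts, without normalization. The deposited counts add up to 14137599 reads of 4581557 distinct sequences in the unwounded library and 12570692 reads of 4093833 distinct sequences in the wounded library. The paper's totals after adapter trimming are larger, 16298335 and 15661977 reads, and the RPM values given here use these totals. Of the trimmed reads, 86.7% of the unwounded and 80.3% of the wounded library are in the deposited counts. At this depth, 3 reads of a sequence correspond to 0.184 RPM in the unwounded and 0.192 RPM in the wounded library. With 1 library per condition there is no replicate check of any difference, and the 95% confidence intervals given with the values cover counting error only. They treat reads as independent. PCR reads without molecular identifiers are not independent molecules, so the intervals and the tests on reads may understate even the counting error. A test on the reads of the 2 libraries compares those libraries, not the conditions. Sequences were counted by exact match, and no genome was used.
Among reads of 18 to 26 nt, those of 24 nt made up 47.4% (95% Wilson interval 47.4 to 47.5) in the unwounded and 47.1% (47.1 to 47.1) in the wounded library. Reads of 21 nt, the usual length of plant miRNAs, made up 25.8% (25.8 to 25.9) and 23.5% (23.5 to 23.5). Expressed as RPM, the reads of 21 nt in the wounded library were at 0.813 of their level in the unwounded library. The median log2 ratio of RPM values over the 1790 sequences of 21 nt with at least 100 reads in both libraries together was -0.26 (95% interval of the median from -0.29 to -0.24), so the choice of the total by which reads are scaled bears on every ratio of a 21-nt sequence.

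**Figure D1:**
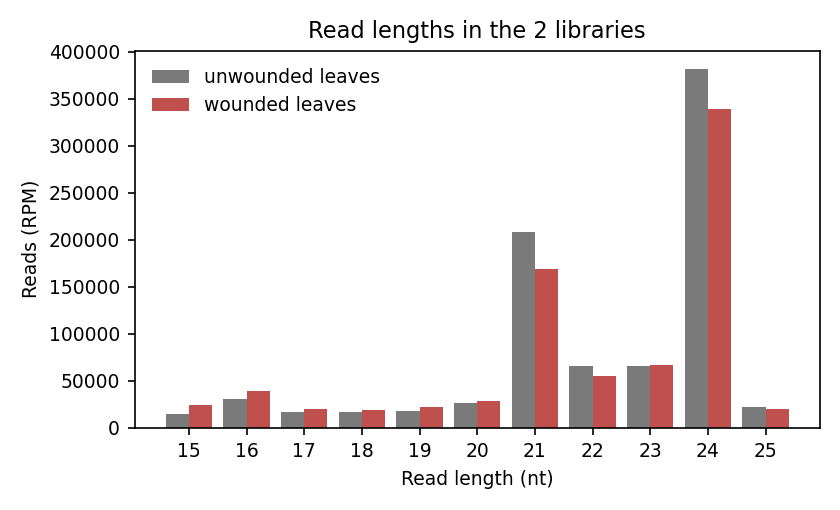
Reads of each length (nt, x axis) in RPM (y axis), in the library of unwounded leaves (grey) and the library of wounded leaves (red). Reads of 24 and 21 nt were the most abundant in both libraries, and those of 15 nt rose 1.69-fold in the wounded library.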

To identify the wound-repressed miRNAs in the leaves of sweet potato, small RNA deep sequencing was conducted on the unwounded and wounded leaves for 30 min (Supplementary Tables S1, S3). After analyses, one of the miRNAs, miR408, was noticed due to the wound-repressed expression. 

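The paper's thresholds, below 0.8 for repressed and above 1.2 for induced, were applied to the ratio of RPM values of every sequence of 20 to 22 nt with at least 100 reads in 1 or both libraries. Of 1825 such sequences, 968 (53.0%) had a ratio below 0.8 and 207 (11.3%) a ratio above 1.2, and the median ratio was 0.78. When the reads of 21 nt were used for scaling, 570 sequences were below 0.8 and 448 above 1.2. The ratio of miR408 was 0.677. Among the 71 other sequences of 20 to 22 nt whose mean RPM was within 2-fold of that of miR408, 23 (32.4%) had a ratio as low or lower, and the median ratio of the 71 was 0.81. Among those of 21 nt alone, the length of miR408, 21 of 49 (42.9%) had a ratio as low or lower, and their median ratio was 0.706. The largest fall among sequences with at least 100 reads in both libraries was that of GUUGGAUUAUGACUGAACGCCU, from 33.1 to 7.66 RPM (ratio 0.231, 95% interval 0.188 to 0.282), followed by AAUGAUUAGAGGCAUCGGGGGC, from 32.2 to 8.17 RPM (ratio 0.254, 0.208 to 0.309). The largest rises were those of GGCGGAUGUAGCCAAGUGGA, from 9.51 to 331.1 RPM (ratio 34.8, 29.7 to 41.1), and CGGCGGACUGCUCGAGCUGC, from 56.7 to 1135 RPM (ratio 20.01, 18.7 to 21.4). None of these 4 sequences has a name in the paper's tables.

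**Figure D2:**
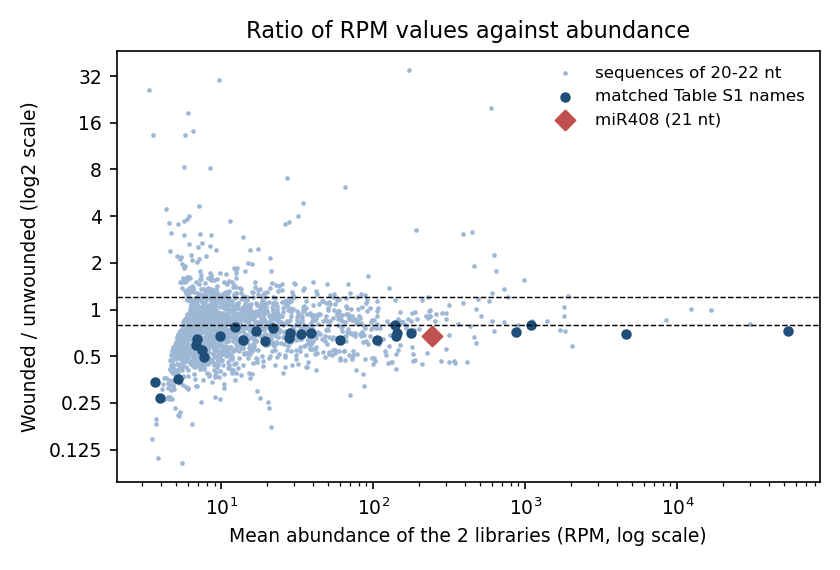
Ratio of the wounded to the unwounded RPM value (y axis, log2 scale) against the mean RPM of the 2 libraries (x axis, log scale) for the sequences of 20 to 22 nt with at least 100 reads in 1 or both libraries and present in both (light blue), the matched names of Supplementary Table S1 (dark blue) and miR408 (red). Dashed lines mark ratios of 0.8 and 1.2. The point of miR408 lies at 0.677, within the band of sequences of like abundance, whose median is 0.81, or 0.706 for those of 21 nt.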

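The sequence UGCACUGCCUCUUCCCUGGCU of miR408 was read 4742 times in the unwounded library and 3086 times in the wounded library, or 290.95 and 197.04 RPM. The ratio was 0.677 (exact 95% interval 0.647 to 0.709), a decrease of 32.3% (29.1 to 35.3). With reads taken as independent, the difference between the 2 libraries is larger than counting error (two-sided Fisher's exact test on the reads of the 2 libraries, p = 4.6e-65). The variation between leaves was not measured, with 1 library each. The scaling moved the ratio most when the reads of 21 nt were used in place of all trimmed reads, to 0.833 (0.796 to 0.872), above the paper's threshold of 0.8 for repression, which the interval includes. With the fragments of the rRNA that served as the loading control of the paper's northern blot, it was 0.629. The matched names of Supplementary Table S1, listed for their low ratios, made up 34.0% of the 21-nt reads in the unwounded library. Scaling by the reads of 21 nt therefore removes part of any fall that these names share. Summed over all 111 sequences that contain the central 16 nt of miR408, the reads went from 12110 to 9066, a ratio of 0.779 (0.758 to 0.801). Because the ratio in Table 1 is below 0.8, the paper classifies miR408 as wound-repressible.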

The abundance of miR408 decreased 32% in sweet potato after wounding (Table 1). In addition, its complementary miRNA strand, miR408*, predicted by Mfold (Zuker, 2003) was also found in the small RNA deep sequence libraries (Table 1). 

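The sequence ACGGGGACGAGGCGGAGCAUG of miR408* was read 44 times in the unwounded library and 59 times in the wounded library, or 2.70 and 3.77 RPM. The ratio was 1.40, with an exact 95% interval of 0.928 to 2.11 that includes 1 (two-sided Fisher's exact test on the reads of the 2 libraries, p = 0.0948). Whether the interval includes 1 depends on the scaling. With the reads of 21 nt, which moved the ratio most, it was 1.72 (1.14 to 2.60). All 16 sequences that contain its central 16 nt add up to 63 and 85 reads, a ratio of 1.40 (1.002 to 1.98). Folded together with RNAduplex, miR408 and miR408* formed 16 base pairs at -28.2 kcal per mol, and each strand extended 2 nt at its 3' end past the 5' end of the other.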

Most miRNA* is generally considered a by-product of the miRNA:miRNA* duplex and is typically degraded rapidly. The leader strand (miRNA) is generally highly expressed compared with the passenger strand (miRNA*) (Pérez-Quintero *et al.*, 2012). 

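In the unwounded library, the 4742 reads of miR408 and 44 reads of miR408* gave a miR408:miR408* ratio of 107.8 (exact 95% interval 80.2 to 148.5). The wounded library, with 3086 and 59 reads, gave a ratio of 52.3 (40.4 to 68.9). Both libraries together gave 76. The ratio in the wounded library was 0.485 of that in the unwounded library (two-sided Fisher's exact test on the 4 read counts, p = 0.00034), a comparison that does not depend on how the libraries are scaled. Counting all sequences with the central 16 nt of each strand moved the ratios to 192.2 (150.1 to 250.3) and 106.7 (86.2 to 133.7). The paper sets this ratio beside the general excess of the leader strand over the passenger strand.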

In this study, the miR408:miR408* ratio was ~100:1 based on the small RNA deep sequencing data. To isolate the miR408 precursor (pre408) in sweet potato, the sequence of miR408 was searched against a sweet potato transcriptomic database (Supplementary Table S4). A transcriptome contig perfectly matched with the sequence of miR408 was considered to be pre408. The secondary structure of pre408 was predicted by Mfold, and showed that the transcriptome contig formed a hairpin–loop structure with the mature miR408 in the stem region (Fig. 1A). These results strongly proved the presence of miR408 in sweet potato.

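The mature sequence of miR408 was read in both libraries, 4742 and 3086 times. Of the 12110 reads in the unwounded library that contain its central 16 nt, 99.1% (95% Wilson interval 98.9 to 99.2) began at the same base as miR408, and of the 9066 such reads in the wounded library 99.2% (99.0 to 99.3) did. Their 3' ends varied more. The exact 21-nt sequence made up 39.2% (38.3 to 40.03) of these reads in the unwounded and 34.04% (33.1 to 35.02) in the wounded library.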

**Table 1.** Abundances and sequences of Ib-miR408-3p (Ib-miR408) and Ib-miR408* in sweet potato leaves

miRNA	**Sequence**	**Unwounded (RPM**)	**Wounded (RPM**)	**Ratio**
Ib-miR408	UGCACUGCCUCUUCCCUGGCU	290.95	197.04	0.68
Ib-miR408*	ACGGGGACGAGGCGGAGCAUG	2.7	3.77	1.4

RPM, reads per million.

**Fig. 1.**
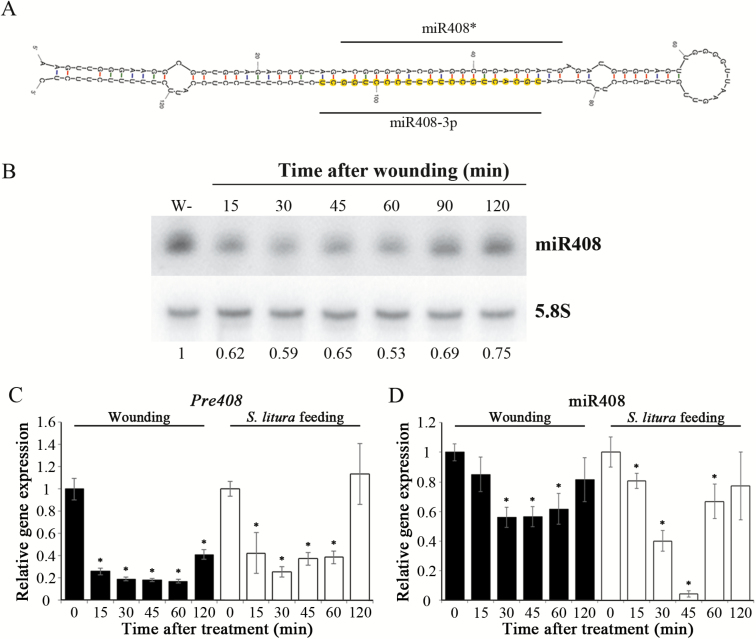
Expression patterns of *miR408 precursor* (*pre408*) and miR408 in response to wounding. (A) The secondary structure of *pre408* in sweet potato. (B) Expression patterns of miR408 in sweet potato upon wounding were analyzed by northern blotting. Total RNAs were extracted from the leaves wounded for 0 (W–), 15, 30, 45, 60, and 120 min. Northern blotting was used to determine the expression levels of miR408. The expression levels of miR408 were normalized by those of 5.8S rRNA. The expression patterns of *pre408* (C) and miR408 (D) in the leaves of sweet potato wounded by mechanical wounding or insect feeding for 0, 15, 30, 45, 60, and 120 min were analyzed by qRT-PCR. The qRT-PCR results were normalized by the expression levels of *IbActin*. Data are presented as means ±SD (*n*=4). The asterisks represent a significant difference from unwounded treatment by Student’s *t*-test (*P<0.05).

Northern blot hybridization and small RNA qRT-PCR analyses were used to confirm the expression pattern of mature miR408. The result of northern blot indicated that the expression of miR408 was rapidly decreased by wounding, but was gradually restored to the basal level at 120 min of wounding in sweet potato leaves (Fig. 1B). Furthermore, the expression patterns of *pre408* and miR408 were verified by qRT-PCR (Fig. 1C, D), indicating that they were obviously decreased after wounding for 30–60 min. These findings demonstrated that the expression of *pre408* and miR408 was consistent with the small RNA sequencing result, within which miR408 expression was repressed by wounding.

Wounding in plants is mostly caused by insect herbivory. Thus, a comparison of miR408 expression between mechanical wounding and insect feeding was performed. The qRT-PCR analysis revealed that *pre408* and miR408 were down-regulated by *S. litura* feeding (Fig. 1C, D). MiR408 expression was reduced at 15 min after insect feeding, and was maintained at a low level until 60 min. The expression patterns of miR408 with mechanical wounding and insect feeding suggested that miR408 functioned in both responses.

Many miRNAs are evolutionarily conserved in plants (Zhang *et al.*, 2006). Sequences were compared using ClustalX2 to determine the correlation of miR408 and its precursor RNA (pre-miRNA) in different plant species. The *pre408* sequence (*Ib-MIR408*) of sweet potato was compared with those of other plants (Supplementary Fig. S1), indicating the diverse sequences of *pre408* observed among plants. 

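The 21-nt sequence UGCACUGCCUCUUCCCUGGCU, shared by the tobacco, potato, artichoke and moss miR408 in Supplementary Table S5, accounted for 4742 reads in unwounded and 3086 reads in wounded sweet potato leaves. The Arabidopsis form, AUGCACUGCCUCUUCCCUGGC, was not read in either library, where 3 reads would be 0.184 and 0.192 RPM. The rice form, CUGCACUGCCUCUUCCCUGGC, was read 5 times in the unwounded library and 1 time in the wounded library.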

Although miR408 was conserved in different plants, only nta-miR408, stu-miR408b-3p, cca-miR408, and ppt-miR408 were perfect matches with Ib-miR408. The sequences of other miR408s showed the two nucleotide differences at the 5' and 3' ends of miR408 (Supplementary Table S5). 

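In the sweet potato libraries, the sequences that contain the central 16 nt of miR408 differed at the 3' end far more than at the 5' end. The 20-nt form that lacks the last base of miR408 was about as abundant as the 21-nt form in the unwounded library, with 289.1 RPM against 290.95, and more abundant in the wounded library, with 273.7 RPM against 197.04. Its ratio was 0.947 (exact 95% interval 0.908 to 0.987). The 22-nt form with a U added at the 3' end went from 97.2 to 49.8 RPM (ratio 0.512, 0.469 to 0.558), and the 19-nt form from 15.95 to 23.2 RPM (ratio 1.46, 1.24 to 1.71). These forms were singled out after seeing the data.

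**Figure D3:**
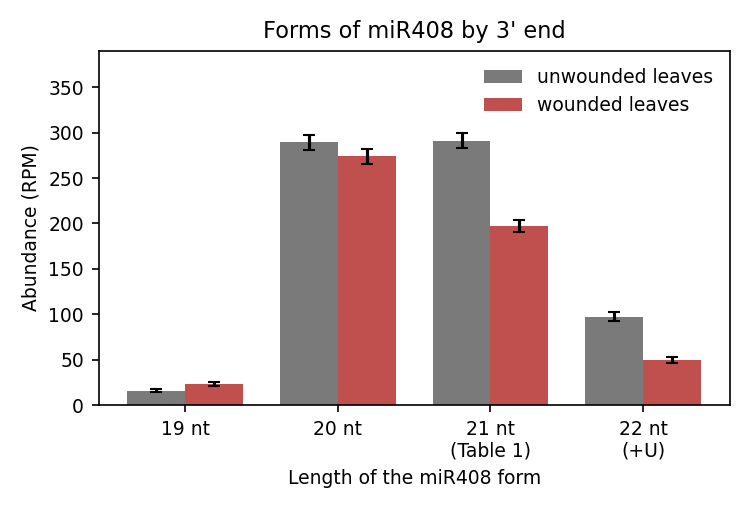
Abundance (RPM, y axis) of the 19-, 20-, 21- and 22-nt forms of miR408 that share its 5' end (x axis), in the library of unwounded leaves (grey) and the library of wounded leaves (red). Bars are single libraries and error bars are 95% Wilson intervals from counting error. The 21-nt form fell from 290.95 to 197.04 RPM, and the 20-nt form went from 289.1 to 273.7 RPM.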

The nucleotide differences in mature miR408s may result in the recognition of various target genes in plants.

### Isolation and validation of miR408-targeting mRNAs in sweet potato

The identification of miRNA-targeting mRNAs is essential for the functional characterization of miRNAs (Karlova *et al.*, 2013). Plant miRNAs require strict sequence complementarity with their target genes to cleave at the pairing sites (Voinnet, 2009; Zhao *et al.*, 2015). The miR408 sequence was searched against the sweet potato transcriptome contig data set to predict potential miR408 targets. The penalty score was calculated from the number of mismatches (1 point) and GU wobbles (0.5 point) to predict the miRNA targets (Meyers *et al.*, 2008; Liu *et al.*, 2014). The candidate contigs by score (≤3 points) and no mismatch in the central region, the ninth, 10th, and 11th nucleotides from the 5' end of miRNA, were selected for further study. Based on these criteria, not only the typical miR408 target gene, *plantacyanin* (*IbPCL*), but also two sweet potato-specific genes, *3-ketoacyl-CoA synthase 4* (*IbKCS*) and *galacturonosyltransferase 7-like* (*IbGAUT*), were suggested to be the putative target genes of miR408 in sweet potato (Table 2). Hence, these three target genes, namely *IbKCS*, *IbPCL*, and *IbGAUT* , were selected, and their full lengths were obtained by RACE.

**Table 2.** Prediction of miR408 target genes from *de novo* transcriptome of sweet potato.

Annotation subject title	**Penalty Score**	**5' region**	**3' region**	**Central region**
*3-Ketoacyl-CoA synthase 4-like*	2	0/1^*a*^	0/1	0/0
*Plantacyanin-like (basic blue*)	2.5	0/0	1/2	0/0
*Galacturonosyltransferase 7-like*	3	1/1	1//1	0/0

^*a*^ The number of GU wobbles/the number of mismatches.

To determine the regulatory relationship between miR408 and its putative targets, the expression levels of *IbKCS*, *IbPCL*, and *IbGAUT* were monitored by qRT-PCR in sweet potato upon wounding. *IbKCS* and *IbPCL* expression was up-regulated rapidly, while *IbGAUT* expression was induced after wounding for 60 min (Fig. 2A–C). These results suggested that the expression patterns of miR408 putative targets were inversely related to that of miR408 in sweet potato upon mechanical wounding. To confirm further the expression of these putative targets in response to insect feeding, the expression levels of *IbKCS*, *IbPCL*, and *IbGAUT* were analyzed by qRT-PCR after insect feeding (Fig. 2A–C). The expression patterns of *IbKCS* and *IbGAUT* were similar between the mechanical wounding and insect feeding treatments, while the expression of *IbPCL* was slightly increased upon insect feeding. These results suggested that both mechanical wounding and herbivore wounding reduced the expression of miR408, resulting in the induction of *IbKCS*, *IbPCL*, and *IbGAUT* expression in sweet potato.

**Fig. 2.**
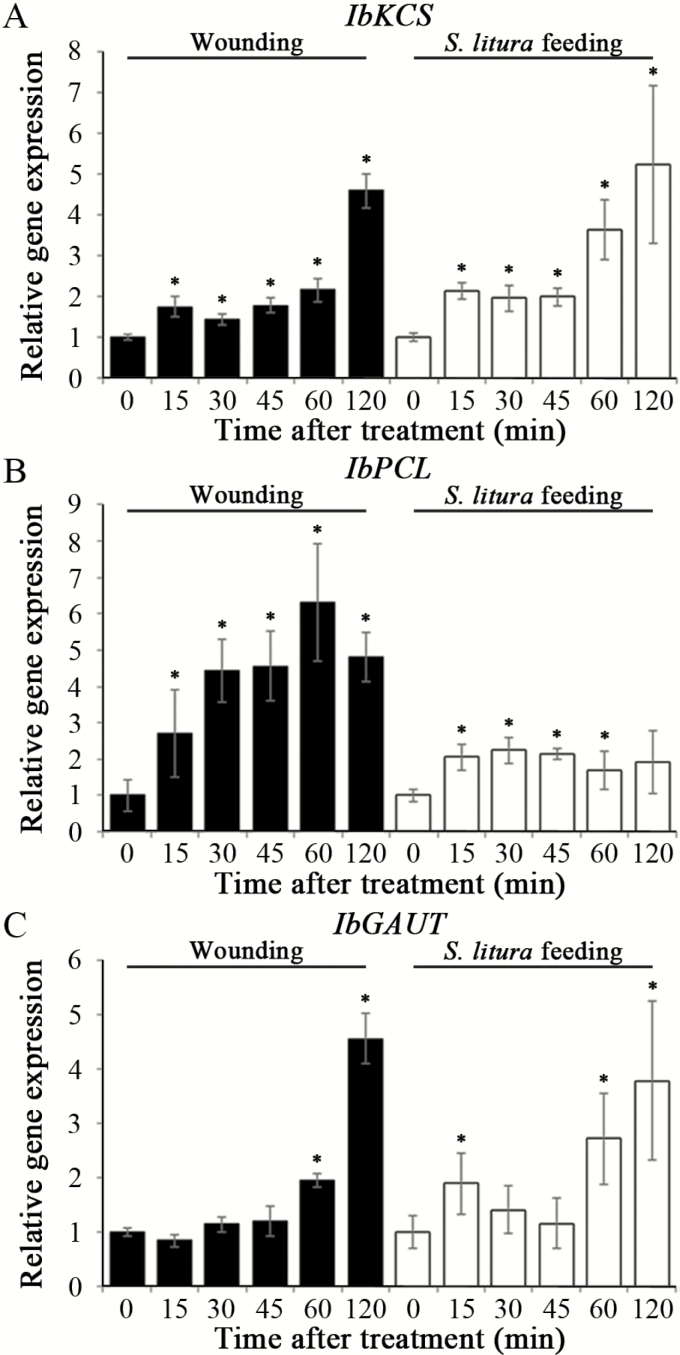
Expression patterns of miR408 target genes upon wounding and insect feeding. The expression of miR408 targets, *IbKCS* (A), *IbPCL* (B), and *IbGAUT* (C) in the leaves of sweet potato wounded by mechanical wounding or insect feeding for 0, 15, 30, 45, 60, and 120 min were analyzed by qRT-PCR. The qRT-PCR results were normalized by the expression levels of *IbActin*. Data are presented as means ±SD (*n*=4). The asterisks represent a significant difference from unwounded treatment by Student’s *t*-test (*P<0.05).

The interaction between miR408 and its targets were further examined. The 5'-RLM-RACE and 3'-PPM-RACE methods were used to identify the cleavage sites within the target mRNAs caused by miRNA (Lin *et al.*, 2012, 2013; C. Wang *et al.*, 2013). The RLM-RACE analyses revealed that *IbKCS*, *IbPCL*, and *IbGAUT* were mainly cleaved by miR408 at the 10th, 10th, and 11th nucleotides, respectively, relative to the 5' end of miR408 (Fig. 3A–C). These results demonstrated that *IbKCS*, *IbPCL*, and *IbGAUT* were miR408 target genes in sweet potato.

**Fig. 3.**
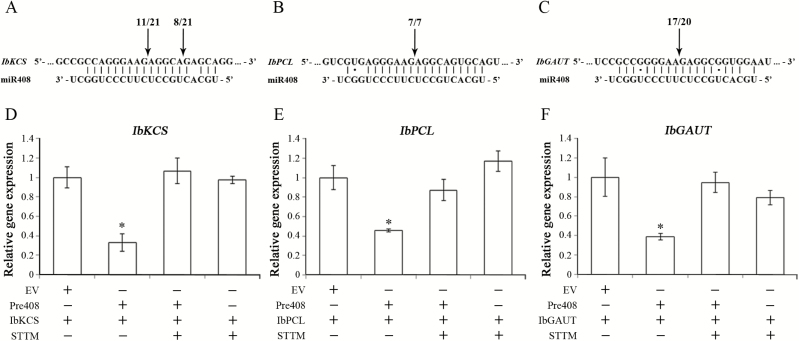
Validations of miR408 target genes by RACE and *Agrobacterium*-mediated transient assays. The potential cleavage sites of miR408 on three targets, *IbKCS* (A), *IbPCL* (B), and *IbGAUT* (C), in sweet potato were analyzed by 5'-RLM-RACE and 3'-PPM-RACE. The arrows indicate the positions of the cleavage sites, and clone frequencies are indicated by the numbers. In addition, *Agrobacterium*-mediated transient expression assays of miR408 and its targets, *IbKCS*, *IbPCL*, and *IbGAUT*, in tobacco leaves. Tobacco leaves were infiltrated with agrobacteria with a vector containing the miR408 targets, *IbKCS* (*35S:IbKCS*), *IbPCL* (*35S:IbPCL*), or *IbGAUT* (*35S:IbGAUT*), and with a vector containing the empty vector (EV), the miR408 precursor (Pre408), the short tandem target mimic of miR408 (STTM), or miR408 plus STTM. The expression of *IbKCS* (D), *IbPCL* (E), and *IbGAUT* (F) in tobacco leaves was then analyzed by qRT-PCR, and normalized to the levels of *NPTII* expression. The ratios relative to the plants with empty vector are shown as relative expression levels. Data are presented as means ±SD (*n*=4). The asterisks represent a significant difference by Student’s *t*-test (*P<0.05).

The *Agrobacterium*-mediated transient expression assay was performed to study the interaction between miR408 and its targets. The coding sequences of *IbKCS*, *IbPCL*, and *IbGAUT* were co-expressed with *pre408*, the short tandem target mimic of miR408 (STTM), or the empty vector (EV) in tobacco leaves by *Agrobacterium* infiltration. Expression of *IbKCS*, *IbPCL*, and *IbGAUT* was reduced by co-expression with *pre408* compared with those with the EV (Fig. 3D–F). The expression of *IbKCS*, *IbPCL*, and *IbGAUT* increased significantly in the presence of both *pre408* and STTM. These results provided further evidence that *IbKCS*, *IbPCL*, and *IbGAUT* were miR408 targets.

### Overexpression of miR408 reduces the resistance of plants to insect feeding

To study the biological function of miR408 in sweet potato, transgenic sweet potato plants overexpressing miR408 driven by the 35S promoter were generated by *Agrobacterium*-mediated transformation. The expression levels of *pre408* and miR408 increased significantly in both transgenic plants (miR408-ox) compared with those of the wild type upon wounding (Fig. 4A, B). Thus, these two transgenic lines (Pre408-ox1 and Pre408-ox2) were selected to investigate the role of miR408 in detail. The expression of *IbKCS*, *IbPCL*, and *IbGAUT* was decreased in plants overexpressing miR408 (Fig. 4C–E), suggesting a negative correlation between miR408 and its target gene expression. The combination of transgenic studies and cleavage site identification clearly demonstrated that miR408 negatively regulates the expression of *IbKCS*, *IbPCL*, and *IbGAUT in vivo.*

**Fig. 4.**
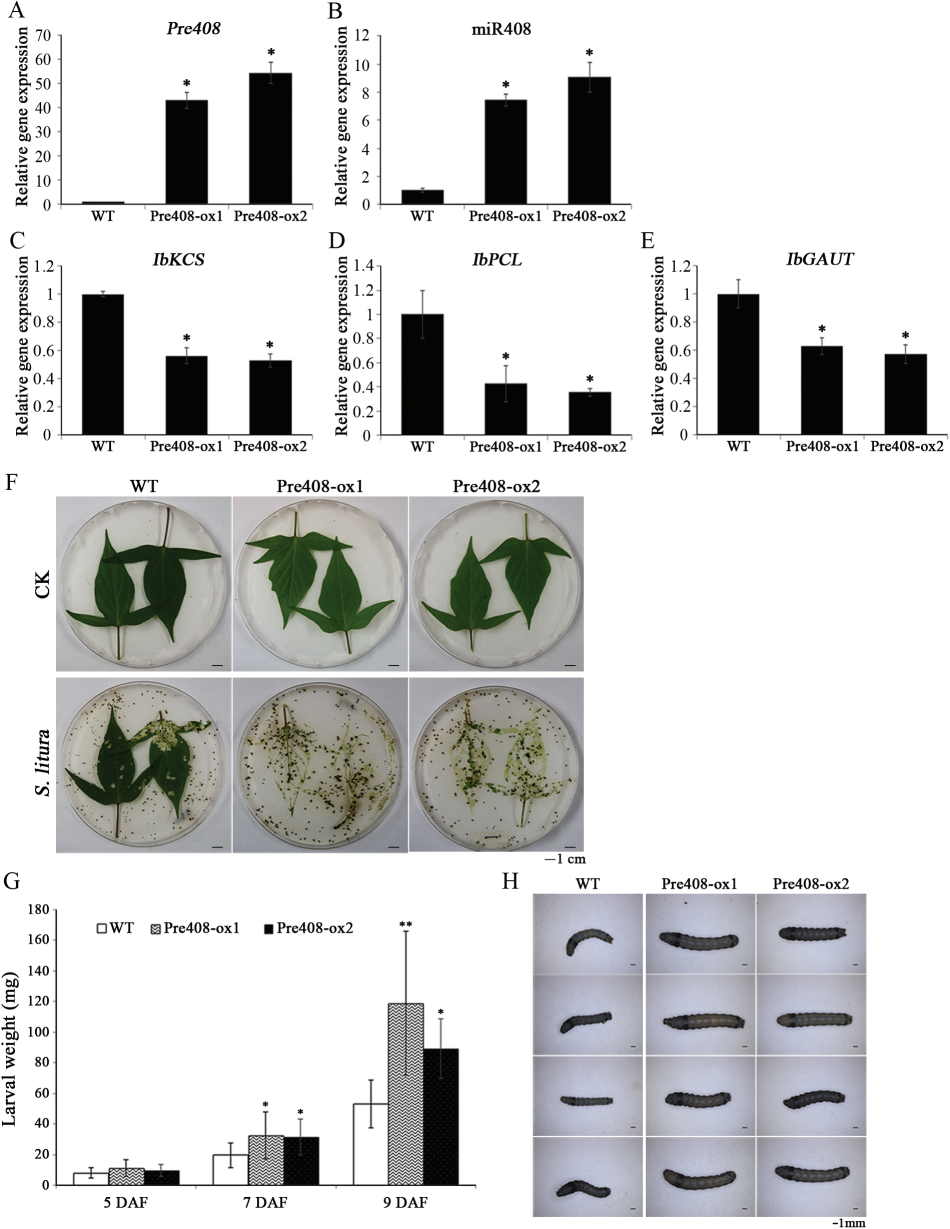
Gene expression and insect resistances of sweet potato overexpressing miR408. Expression levels of *pre408* (A), miR408 (B), *IbKCS* (C), *IbPCL* (D), and *IbGAUT* (E) in wild-type (WT) and miR408-overexpressing (Pre408-ox1 and Pre408-ox2) sweet potato were analyzed by qRT-PCR. Sweet potato leaves were wounded by tweezers for 120 mins. The expression level of 5.8S rRNA was used as an internal control for miR408 expression. *IbACT* expression levels were used as internal controls for *pre408* and miR408 target expression. Data are presented as means ±SD (*n*=4). The asterisks represent a significant difference by Student’s *t*-test (*P<0.05). (F) Representative leaves of WT, Pre408-ox1, and Pre408-ox2 sweet potato before (CK) and after feeding with *S. litura*. (G) Body weights of the second-instar larvae fed WT or transgenic plants were measured at 5, 7, and 9 d after feeding (DAF). Data are presented as means ±SD (*n*≥10). The asterisks represent a significant difference between WT and miR408-ox plants by Student’s *t*-test, *P<0.05; **P<0.01). (H) Representative images of the larvae fed WT or miR408-ox plants after 9 d.

Wounding stress is mainly caused by insect feeding in field crops. To study whether miR408 functions in defense against insect damage, the insect bioassay was performed. Second-instar larvae of *S. litura* were fed miR408-ox and mature wild-type sweet potato leaves. The leaves of plants overexpressing miR408 were consumed significantly more frequently by larvae than those of the wild type (Fig. 4F). The body weights of larvae fed the miR408-ox leaves were higher than those fed wild-type leaves at 7 d and 9 d of feeding (Fig. 4G, H), suggesting that miR408 attenuates plant resistance to insect attack.

To determine how miR408 influenced the plant defense against insect feeding, transgenic tobacco plants overexpressing miR408-targeting genes were generated. Transgenic tobacco plants overexpressing *IbKCS* (KCS-ox4 and KCS-ox11), *IbPCL* (PCL-ox1 and PCL-ox4), and *IbGAUT* (GAUT-ox1 and GAUT-ox5) were identified by RT-PCR and qRT-PCR (Supplementary Fig. S2), and their effects on insects were analyzed. The body weights of larvae fed IbKCS-ox leaves were lower than those fed EV leaves (Fig. 5A), whereas the body weights of insects fed IbPCL-ox and IbGAUT-ox leaves were not different from those fed the EV tobacco leaves (Fig. 5A). Moreover, *S. litura* larvae fed the EV tobacco leaves grew stronger than those fed the IbKCS-ox tobacco leaves (Fig. 5B), suggesting the important role of *IbKCS* in plant defense. These results implied that the insect defense related to miR408 may be co-ordinated by the function of *IbKCS*.

**Fig. 5.**
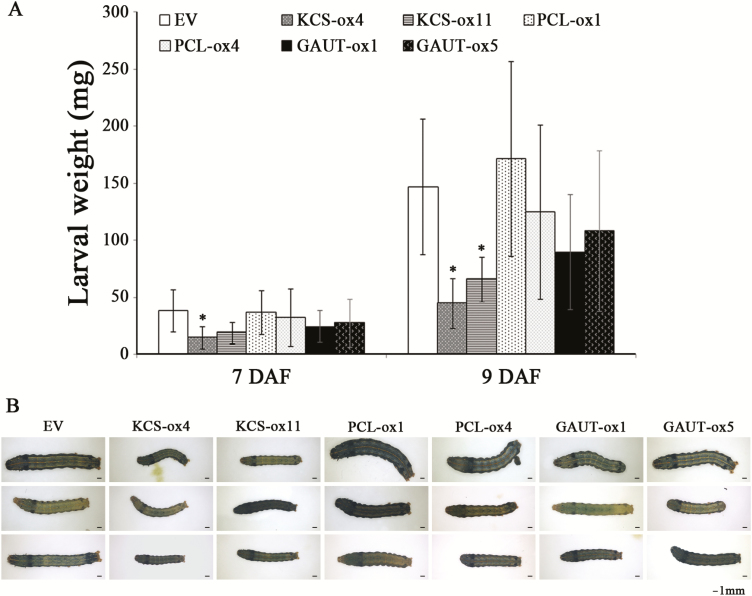
Insect resistance of *IbKCS*-overexpressing, *IbPCL*-overexpressing, and *IbGAUT*-overexpressing tobacco plants. (A) Body weights of the second-instar larvae were measured at the indicated time after larvae were fed the leaves from transgenic tobacco with empty vector (EV), and overexpressing *IbKCS* (KCS-ox4 and KCS-ox11), overexpressing *IbPCL* (PCL-ox1 and PCL-ox4), and overexpressing *IbGAUT* (GAUT-ox1 and GAUT-ox5). (B) Representative images of the larvae fed EV, KCS-ox, PCL-ox, and GAUT-ox tobacco leaves after 9 d. Data are presented as means ±SD (*n*≥8). The asterisks represent a significant difference between EV and overexpressing tobacco plants by Student’s *t*-test (*P<0.05).

### Involvement of miR408 in JA response

The defense-related phytohormone JA is known to participate in wounding signaling and insect damage of plants (Fürstenberg-Hägg *et al.*, 2013; Wasternack and Hause, 2013). To characterize whether miR408 is involved in JA signaling, the expression of miR408 and its target genes was examined after JA treatment (Fig. 6). The expression of *pre408* and miR408 was obviously reduced after JA treatment (Fig. 6A, B). Although *IbKCS*, *IbPCL*, and *IbGAUT* were the targets of miR408 in the wounding response, only *IbKCS* was regulated by JA treatment (Fig. 6C–E).

**Fig. 6.**
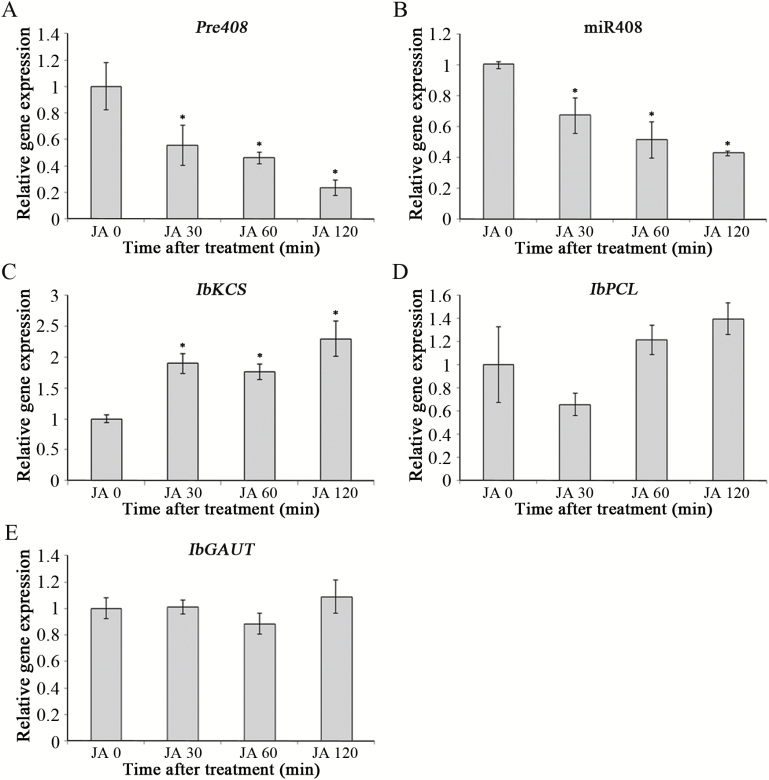
Expression patterns of *pre408*, miR408, and its targets after JA treatment. Total RNAs were extracted from sweet potato leaves sprayed with 50 µM MeJA for 0, 30, 60, and 120 min. The expression patterns of *pre408* (A), miR408 (B), *IbKCS* (C), *IbPCL* (D), and *IbGAUT* (E) were determined by qRT-PCR. The expression of 5.8S rRNA was used as an internal control for normalization of miR408 expression. The expression of *IbACT* was used as an internal control for normalization of *pre408* and its target genes. Data are indicated as means ±SD (*n*=4). The asterisks represent a significant difference by Student’s *t*-test (*P<0.05).

### Effects of miR408 on water loss rate, plant growth, and chlorophyll degradation

Physical barriers function to protect plants against herbivory and water loss (Riederer and Schreiber, 2001; Lee *et al.*, 2009; Mitchell *et al.*, 2016). To determine whether miR408 is involved in barrier formation, the water loss rate of leaves was monitored. The water loss rate from the detached leaves of miR408-ox plants was increased compared with that of wild-type plants (Fig. 7A). This result indicated that overexpression of miR408 increased the sensitivity to water deﬁciency in sweet potato.

**Fig. 7.**
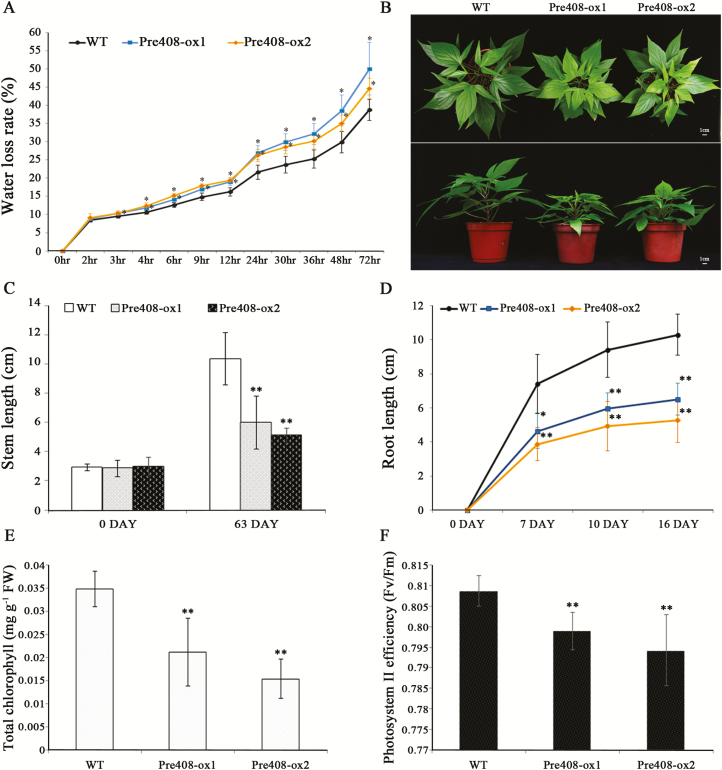
The phenotypes of miR408-overexpressing and wild-type (WT) sweet potato. (A) Water loss rates of WT and miR408-overexpressing (Pre408-ox1 and Pre408-ox2) plants. The water loss rates of the detached sweet potato leaves are shown. (B) The phenotypes of WT and miR408-overexpressing transgenic plants. Plants were grown for 6 weeks under a 16 h light/8 h dark photoperiod before photography. The stem lengths (C), root lengths (D), total chlorophyll contents (E), and PSII efﬁciencies (F) of WT and miR408-overexpressing sweet potato were measured. Data are presented as means ±SD (*n*≥6). The asterisk represents a significant difference between WT and miR408-ox plants by Student’s *t*-test (*P<0.05; **P<0.01).

In addition to regulating defense ability and water deficiency, the transgenic lines Pre408-ox1 and Pre408-ox2 reduced vegetative growth (Fig. 7B). After 9 weeks growth of cutting propagation, stem lengths of miR408-ox transgenic sweet potatoes were ~40% shorter than those of the wild type (Fig. 7C). MiR408-ox also had a profound effect on root formation. Cut stems of plants with six fully developed leaves were immersed in water, and root growth was induced. After 16 d of inducing root growth, the length of the primary root of miR408-ox transgenic sweet potato was ~50% shorter than that of the wild type (Fig. 7D; Supplementary Fig. S3). These results indicated that overexpression of miR408 in sweet potato significantly decreased plant growth.

Furthermore, Pre408-ox1 and Pre408-ox2 plants had the visible chlorosis phenotypes; thus, the chlorophyll contents of the plants were analyzed. Total chlorophyll contents in miR408-ox plants were lower than those in the wild type (Fig. 7E). Simultaneously, the efﬁciency of PSII in transgenic sweet potato leaves was investigated by the *F*_v_/*F*_m_ values. Under a saturating light pulse, the *F*_v_/*F*_m_ value of miR408-ox was lower than that of the wild type, indicating the reduced efficiency of electron transfer in miR408-ox transgenic plants (Fig. 7F).

## Discussion

### MiR408 in plants

MiR408 contains 21 nucleotides and has been identiﬁed in >30 plants (Reinhart *et al.*, 2002; Axtell and Bowman, 2008; Kozomara and Griffiths-Jones, 2011). The alignment of pre408 sequences revealed the maximum conservation sequences in the stem region of the hairpin structures, from which mature miR408 are produced (Supplementary Fig. S1). Although miR408s within pre408s are conserved in many plants, the mature miR408 sequences are not all the same (Supplementary Table S5). The sequence of miR408 in sweet potato is exactly the same as that of nta-miR408, stu-miR408b-3p, cca-miR408, and ppt-miR408. MiRNA nucleotide variation originates either from different precursors transcribed from the *MIR* gene family (Jeong *et al.*, 2013; Jagtap and Shivaprasad, 2014) or from a single precursor by differential processing among plants (Starega-Roslan *et al.*, 2011; Jeong *et al.*, 2013). Moreover, the sequence of sweet potato miR408 has a two nucleotide difference from those of *Arabidopsis thaliana*, *Oryza sativa*, and *Triticum aestivum* (Supplementary Table S5). Recent studies have shown that miRNA families have a pattern of positional differentiation between dicots and monocots (Jagtap and Shivaprasad, 2014; Montes *et al.*, 2014). In general, the 5' start nucleotide of miR408 in most dicots is the nucleotide A, whereas that in monocots is the nucleotide C. However, the 5' start nucleotide and the 3'-terminal nucleotide of miR408 in sweet potato and *Solanaceae* are the nucleotide U (Supplementary Table S5). The shift variants of miRNA in sweet potato may lead to the recognition of different targets compared with other dicots.

The expression of miR408 in responses to cold, salinity, dehydration, and oxidative stresses, heavy metals, and pathogen infection has been reported in various plant species (Jia *et al.*, 2009*b*; Kantar *et al.*, 2010; Feng *et al.*, 2013; Ozhuner *et al.*, 2013; Jovanović *et al.*, 2014; Wu *et al.*, 2014; Ma *et al.*, 2015). However, research focusing on the role of miR408 in the wounding response is rare. MiR408 was identified as a wound-inducible miRNA in *Nicotiana attenuate* (Bozorov *et al.*, 2012), but its function in the wounding response remains unknown. Interestingly, the present study indicated that sweet potato miR408 was negatively regulated upon wounding, suggesting that although the miR408 sequence between *Solanaceae* and sweet potato is identical, the different expression patterns of miR408 among plants may indicate a special physiological role for miR408 in response to stress.

### Targets of miR408 in sweet potato

MiR408 target genes, including plantacyanin, uclacyanin, cupredoxin, laccase family genes, chemocyanin-like protein gene, and Timing of CAB expression 1, have been characterized in plants (Abdel-Ghany and Pilon, 2008; Trindade *et al.*, 2010; Feng *et al.*, 2013; Ma *et al.*, 2015; Thatcher *et al.*, 2015; Zhao *et al.*, 2016; Zhang *et al.*, 2017). In addition to the typical target *IbPCL*, two sweet potato-specific miR408 target genes, *IbKCS* and *IbGAUT*, were identified and verified in this study.

Sweet potato PCL exhibited 69% identity with the Arabidopsis PCL (basic blue protein) (Supplementary Figs S4, S5). MiR408 directly cleaved *IbPCL* at the 10th nucleotide from the 5' end of miR408 in sweet potato (Fig. 3B), and the same cleavage site caused by miR408 has been reported in others plants (Sunkar and Zhu, 2004; Maunoury and Vaucheret, 2011; Feng *et al.*, 2013; Mutum *et al.*, 2013; Hajyzadeh *et al.*, 2015). IbPCL contains the conserved domain of the type 1 copper-binding site of AtPCL (plantacyanin), AtUCC2 (uclacyanin II), and AtCPC (cupredoxin superfamily protein) (Supplementary Fig. S4). Plantacyanins belong to the phytocyanin family, which encodes blue copper proteins that function as electron transfer shuttles among proteins (Rydén and Hunt, 1993; Nersissian *et al.*, 1998; Ma *et al.*, 2015). In addition, plantacyanins are also stress-related proteins that function in copper starvation (Kim *et al.*, 2003), plant defense (Nersissian *et al.*, 1998), programmed cell death (Dong *et al.*, 2005), and heavy metal accumulation (Ruan *et al.*, 2011). These findings suggested that the expression of *IbPCL* may have an important role in wounding response in sweet potato.

In contrast to the interaction between *IbPCL* and miR408, *IbKCS* is an atypical target gene of miR408 that contains two mismatches within the miR408 sequence. The *IbKCS* cleavage sites directed by miR408 were located at the fifth and 10th nucleotides, which are non-canonical and canonical cutting sites, respectively, from the 5' end of miRNA (Fig. 3A). Generally, the extensive cleavage sites of target mRNA directed by miRNA are localized at the 10th and 11th nucleotides from the 5' end of miRNA (Schwab *et al.*, 2005; Liu *et al.*, 2015). However, non-canonical cleavage sites in targets induced by miRNA have been reported (Hackenberg *et al.*, 2015; Sharma *et al.*, 2016; Ferdous *et al.*, 2017; Shen *et al.*, 2017). To investigate the relationship between miR408 and *IbKCS* orthologous genes, the nucleotide sequences of *KCS* orthologs among plants were compared (Supplementary Fig. S6). The number of mismatches within the predicted complementary region of *KCS* orthologs in *N. tabacum*, *A. thaliana*, and *O. sativa* is more than five in the miR408 recognition region (Supplementary Fig. S6), indicating that regulation of miR408 in these *IbKCS* orthologos may not be effective.

*IbGAUT* is another atypical target of miR408 in sweet potato. MiR408 directed the cleavage of *IbGAUT* at the 11th nucleotide from the 5' end of miRNA (Fig. 3C). The nucleotide sequence comparison of *GAUT* orthologs revealed the presence of more than five mismatches, and the asymmetric bulges between miR408 and the miR408 predicted target sites in *N. tabacum*, *A. thaliana*, and *O. sativa* (Supplementary Fig. S7). These results suggested a unique feature of sweet potato miR408 by targeting to *IbKCS* and *IbGAUT* in regulation of the wounding response.

### Functions of sweet potato miR408 in the mechanical and herbivore wounding responses

In this study, we found that overexpression of miR408 in sweet potato decreased the resistance of sweet potato to *S. litura* (Fig. 4), indicating that the wound-induced repression of miR408 was a defense regulatory mechanism to prevent the wounding damage caused by insect feeding through miRNA-mediated target repression. JA plays an important role as a signaling molecule in plant defense against insect herbivory (Fürstenberg-Hägg *et al.*, 2013; Wasternack and Hause, 2013). Mithöfer *et al.* (2014) reported that both mechanical wounding and herbivore damage can increase JA accumulation in plants. Moreover, transcriptome analyses indicated that a large portion of wounding- and herbivore-induced responses are mediated through JA signaling (Reymond *et al.*, 2000; Wu and Baldwin, 2010).

Interestingly, a previous report showed that nta-miR408 is induced by wounding, but it is JA independent (Bozorov *et al.*, 2012). In contrast to nta-miR408, the expression of *pre408* and miR408 is JA dependent in sweet potato (Fig. 6A, B), suggesting that Ib-miR408 and nta-miR408 play different roles in the wound-mediated JA response. In sweet potato, endogenous JA enhanced by wounding modulates the signal transduction and triggers the activation of defense genes in response to herbivore wounding (Rajendran *et al.*, 2014; Chen *et al.*, 2016*b*). Both wounding and insect feeding reduced the expression of miR408, resulting in the induction of *IbKCS*, *IbPCL*, and *IbGAUT* in sweet potato. However, only *IbKCS* was clearly induced when the plants were treated with JA compared with *IbPCL* and *IbGAUT* (Fig. 6C–E), suggesting that *IbKCS* may be the major target gene of miR408 in the wound-mediated JA response. Indeed, *IbKCS*-ox plants demonstrated an enhanced defense response against *S. litura* compared with the EV, *IbPCL*-ox, and *IbGAUT*-ox plants (Fig. 5). Taken together, these results indicated that herbivore wounding regulates miR408 repression via JA signaling that increases insect resistance by regulating *IbKCS* expression. However, the detailed mechanism of *IbKCS* in insect resistance is not fully understood.

A phylogenetic analysis revealed that IbKCS is closely associated with AtKCS4, AtKCS9, AtKCS16, and AtKCS20 (Supplementary Fig. S8). These KCS proteins function as fatty acid elongases, which are involved in the synthesis of tetracosanoic acids as precursors of cuticular waxes, suberins, sphingolipids, and phospholipids (Kim *et al.*, 2013). In addition, KCS catalyzes acyl elongation to produce very long chain fatty acids for wax synthesis (Todd *et al.*, 1999; Weidenbach *et al.*, 2014; Guo and Jetter, 2017). In several cases, *KCS* genes are involved in the biosynthesis of cuticular wax, which covers the aerial surfaces of plants to limit water loss and invader attack (Kunst and Samuels, 2003; Jetter *et al.*, 2007; Lee *et al.*, 2009; War *et al.*, 2012; Weidenbach *et al.*, 2015). Plant barriers, including waxes, trichomes, and lattices, play important roles in defenses against phytophagous insects (Eigenbrode and Espelie, 1995; Reina-Pinto and Yephremov, 2009; Fürstenberg-Hägg *et al.*, 2013) and resistance to other stresses (Jenks *et al.*, 1995; De Bigault Du Granrut and Cacas, 2016). Previous literature demonstrated that the gene functioning in barrier trichome formation increases the ability for defense against insect herbivores in tobacco (Wang *et al.*, 2001) and tomato (Gao *et al.*, 2017). Although many studies discussed the involvement of the barrier of cuticular wax in plant resistance (Gorb and Gorb, 2017; Domínguez *et al.*, 2017), rare reports indicated that KCS genes or their homologs function directly in insect resistance. Thus, the detailed function of KCS in insect defense is still unclear. Moreover, the sensitivity to water loss in miR408-ox plants may also imply the function of IbKCS in wax synthesis (Fig. 7A). In view of these findings, we speculated that *IbKCS* may participate in surface barrier formation to confer resistance in sweet potato.

*IbPCL* and *IbGAUT* are wound-responsive genes, but JA independent (Fig. 6D, E). The JA-dependent wounding response plays an essential role in plant protection (Howe *et al.*, 1996; Halitschke and Baldwin, 2003; Howe, 2004), while JA-independent wound-induced genes may also participate in wound healing (de Bruxelles and Roberts, 2001; Sasaki *et al.*, 2002). PCL has been demonstrated to be a regulator of copper homeostasis in plants (Abdel-Ghany and Pilon, 2008; Ma *et al.*, 2015) in order to participate in the multiple abiotic stresses and resistance to stripe rust (Feng *et al.*, 2013; Ma *et al.*, 2015), but its detailed function remains unknown. PCL has been proposed to be involved in the oxidative burst, which may occur in pathogen infection and mechanical wounding (Low and Merida, 1996; Nersissian *et al.*, 1998; Dong *et al.*, 2005). Reactive oxygen species function as signaling molecules participating in regulating development and defense responses in plants (Apel and Hirt, 2004). Herbivore-induced damage requires repair of the cell wall to prevent pathogen entry (War *et al.*, 2012). Accordingly, most cell wall repair genes have been reported to be up-regulated upon wounding (Pandey *et al.*, 2017). GAUT family genes are critical proteins for the synthesis of homogalacturonan, which is the most abundant pectic polymer in the primary cell wall of plant (Wolf *et al.*, 2009; L. Wang *et al.*, 2013). The sequence alignments of IbGAUT exhibited high identity to the GAUT7 family (Supplementary Fig. S9), suggesting that IbGAUT may function in cell wall structure for wound healing (Bouton *et al.*, 2002; Lao *et al.*, 2003; Orfila *et al.*, 2005; Persson *et al.*, 2007). Thus, we proposed that *IbPCL* and *IbGAUT* may play different roles from *IbKCS* in sweet potato upon wounding.

The conserved miR408 family has diverse biological functions in multiple plant species. Our study reveals the involvement of miR408 in the wounding response by regulating its specific targets in sweet potato. The regulation mechanism between miR408 and its targets, *IbKCS*, *IbPCL*, and *IbGAUT*, not only affects plant development but also participates in the plant defense response.

## Supplementary data

Supplementary data are available at *JXB* online.

Table S1. The conserved miRNAs repressed in sweet potato upon wounding by small RNA sequencing.

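Each RPM value in the table is a read count scaled by the total of trimmed reads in its library. On those totals the values of all 51 names come out as whole reads, within their rounding of 0.005 RPM. The implied counts in the unwounded library run from 10 to 1008302 reads, and 23 names have fewer than 100. From counting error alone, the exact 95% interval of the ratio lies below 0.8 for 23 names, below 1 for 38 names, and includes 1 for 13 names. The name smo-miR408 stands at 25 and 10 reads, a ratio of 0.416 (0.178 to 0.897), and 42 sequences of 18 to 26 nt have these counts. Of the 42, 1 contains the central 16 nt of miR408, UGCACUGCCUCUUCCCUGGCUG, the 22-nt form with a G added at the 3' end. The match by RPM values alone does not single it out, so the name was not counted among the matched names.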

Table S2. 

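The rRNA primers in the table amplify the loading control of the small RNA blot. Sequences that share at least 15 nt with these primers added up to 204896 reads in the unwounded and 211968 reads in the wounded library, a ratio of RPM values of 1.08 (exact 95% interval 1.07 to 1.08).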

Primers used in this study.

Table S3. Small RNA deep sequencing of the unwounded and wounded sweet potato leaves.

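The table counts reads before and after adapter trimming and then sorts the distinct sequences by what they match. The deposited counts hold only sequences of 15 to 25 nt, 14137599 reads in the unwounded and 12570692 reads in the wounded library. Of the distinct sequences, 992937 and 872427 had more than 1 read, and 78.3% and 78.7% had a single read. The GC content of the deposited reads was 47.6% in the unwounded and 48.2% in the wounded library. The libraries shared 1067155 distinct sequences, which carried 71.5% of the unwounded and 72.8% of the wounded reads.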

Table S4. 

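The table describes the transcriptome library, which was sequenced separately from the small RNA libraries and assembled without a reference. Its contigs served the paper as the source of the miR408 precursor and of the predicted target genes. The transcriptome reads were not analysed here.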

Statistics of the paired-end transcriptome sequencing data from sweet potato leaves.

Table S5. Mature miR408 sequences in different plants.

Fig. S1. Clusters of *miR408 precursors* (*MIR408*) in different plant species.

Fig. S2. Analysis of transgenic plants.

Fig. S3. Phenotypes of sweet potato plants overexpressing miR408.

Fig. S4. Comparisons of the plantacyanin family.

Fig. S5. Phylogenetic tree of the basic blue protein (BBP) family in plants.

Fig. S6. Comparisons of the 3-ketoacyl-CoA synthase-like gene (*KCS*) in plants.

Fig. S7. Comparisons of galacturonosyltransferase-like gene (*GAUT*) in plants.

Fig. S8. Phylogenetic tree of the KCS protein family in plants.

Fig. S9. Phylogenetic tree of the GAUT protein family in plants.

## Supplementary Material

Supplementary_Material Click here for additional data file.

# Supplementary material for: MicroR408 regulates defense response upon wounding in sweet potato
**Source:** J Exp Bot. 2018 Nov 5;70(2):469–83. doi: 10.1093/jxb/ery381
**Supplement:** Supplementary_Material

## Supplementary Tables

**Table S1. The conserved miRNAs repressed in sweet potato upon wounding by small RNA sequencings.**

| <b>miRNA</b>     | <b>Unwound (RPM)</b> | <b>Wounded (RPM)</b> | <b>Ratio</b> |
|------------------|----------------------|----------------------|--------------|
| gma-miR390e      | 1.84                 | 1.47                 | 0.80         |
| aaU-miR396       | 1217.67              | 967.44               | 0.79         |
| aly-miR167d-5p   | 155.48               | 123.42               | 0.79         |
| bnA-miR397a      | 1.23                 | 0.96                 | 0.78         |
| csi-miR166d      | 13.81                | 10.66                | 0.77         |
| ata-miR171a-3p   | 24.79                | 18.84                | 0.76         |
| gma-miR396h      | 5.64                 | 4.28                 | 0.76         |
| gma-miR168b      | 1.41                 | 1.02                 | 0.72         |
| aly-miR166a-3p   | 61865.34             | 44743.07             | 0.72         |
| gma-miR156q      | 19.51                | 14.11                | 0.72         |
| ahy-miR167-5p    | 1.60                 | 1.15                 | 0.72         |
| aly-miR396b-5p   | 1009.86              | 722.96               | 0.72         |
| aaU-miR162       | 166.52               | 117.61               | 0.71         |
| atr-miR169a      | 45.77                | 32.24                | 0.70         |
| stu-miR398a-3p   | 33.25                | 23.37                | 0.70         |
| bdi-miR166e-3p   | 208.92               | 146.66               | 0.70         |
| atr-miR398       | 39.33                | 27.52                | 0.70         |
| aqc-miR166a      | 5423.01              | 3763.45              | 0.69         |
| aly-miR171a-5p   | 1.84                 | 1.28                 | 0.69         |
| csi-miR166a      | 13.68                | 9.45                 | 0.69         |
| cca-miR408       | 290.95               | 197.04               | 0.68         |
| bdi-miR159b-3p.1 | 167.38               | 112.69               | 0.67         |
| aly-miR167b-3p   | 11.78                | 7.92                 | 0.67         |
| osa-miR166i-3p   | 1.17                 | 0.77                 | 0.66         |
| cpa-miR166e      | 33.75                | 22.16                | 0.66         |
| gma-miR403a      | 8.41                 | 5.43                 | 0.65         |
| ata-miR398f-3p   | 127.93               | 81.73                | 0.64         |
| mes-miR166i      | 74.00                | 46.93                | 0.63         |
| gma-miR166m      | 16.87                | 10.66                | 0.63         |
| bnA-miR166f      | 23.74                | 14.81                | 0.62         |
| aly-miR164a-5p   | 8.53                 | 5.04                 | 0.59         |
| bdi-miR162       | 1.47                 | 0.83                 | 0.56         |
| aly-miR395d-3p   | 0.92                 | 0.51                 | 0.56         |
| cme-miR396e      | 9.57                 | 5.24                 | 0.55         |
| aly-miR165a-3p   | 0.61                 | 0.32                 | 0.52         |

| <b>miRNA</b>   | <b>Unwound (RPM)</b> | <b>Wounded (RPM)</b> | <b>Ratio</b> |
|----------------|----------------------|----------------------|--------------|
| zma-miR159h-3p | 0.86                 | 0.45                 | 0.52         |
| mtr-miR166b    | 1.96                 | 1.02                 | 0.52         |
| bdi-miR530a    | 3.80                 | 1.92                 | 0.50         |
| mdm-miR396a    | 10.19                | 5.04                 | 0.50         |
| aly-miR171b-3p | 1.17                 | 0.57                 | 0.49         |
| aqc-miR171a    | 5.46                 | 2.68                 | 0.49         |
| ahy-miR156a    | 0.67                 | 0.32                 | 0.47         |
| gma-miR396e    | 1.35                 | 0.57                 | 0.43         |
| smo-miR408     | 1.53                 | 0.64                 | 0.42         |
| gma-miR390b-5p | 1.29                 | 0.51                 | 0.40         |
| cme-miR319c    | 1.29                 | 0.51                 | 0.40         |
| pab-miR396b    | 7.67                 | 2.75                 | 0.36         |
| ppt-miR166j    | 1.10                 | 0.38                 | 0.35         |
| ppe-miR396a    | 5.40                 | 1.85                 | 0.34         |
| pab-miR397     | 1.53                 | 0.51                 | 0.33         |
| tcc-miR399a    | 6.20                 | 1.66                 | 0.27         |

\*RPM (reads per million)

**Table S2. Primers used in this study.****Northern**

|                |                                            |
|----------------|--------------------------------------------|
| T3 top strand  | ATGAATTAACCCTCACTAAAG                      |
| T3-anti-miR408 | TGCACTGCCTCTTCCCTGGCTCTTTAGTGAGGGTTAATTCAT |
| 5.8S rRNA F    | AAATACGACTCTCGGCAACGG                      |
| 5.8S rRNA R    | AACTTGCGTTCAAAGACTCGAT                     |

**RT**

|            |                                                                    |
|------------|--------------------------------------------------------------------|
| MatureRT-1 | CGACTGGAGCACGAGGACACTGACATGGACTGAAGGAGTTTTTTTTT<br>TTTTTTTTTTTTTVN |
| T25VN      | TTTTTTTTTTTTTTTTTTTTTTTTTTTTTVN                                    |

**RACE**

|               |                                               |
|---------------|-----------------------------------------------|
| 5-RNA adapter | rUrCrArGrUrGrUrArCrGrGrArUrUrCrCrArUrG        |
| 5-adapter     | CAGTCAGTGACGGAATTCCATG                        |
| 3-RT adapter  | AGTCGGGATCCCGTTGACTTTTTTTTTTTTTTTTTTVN        |
| 3-adapter     | AGTCGGGATCCCGTTGAC                            |
| UPM long      | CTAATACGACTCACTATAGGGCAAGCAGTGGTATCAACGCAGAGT |
| UPM short     | CTAATACGACTCACTATAGGGC                        |
| IbKCS RACE-1  | CCTGTGCACTTGCAACAAATCCTTGGCT                  |
| IbKCS RACE-2  | GCCTATATCTTTAGGCTTCAAAGACG                    |
| IbKCS RLM     | GTTATCGCCCTCCTGATAACCTC                       |
| IbPCL RACE    | TCAGACCGGGAAAGACCGG                           |
| IbPCL RLM     | CAGCCGCTGACGTTAAAGGTCC                        |
| IbGAUT RACE-1 | GACGCCATAAGCAGTAGCTCCC                        |
| IbGAUT RACE-2 | CGGCTGGATTCCAGGTGACGTGATC                     |
| IbGAUT RLM    | CCTTTGGAAAAGTAGGTTCCAATCTTC                   |

**Quantitative RT-PCR primers**

|           |                               |
|-----------|-------------------------------|
| IbKCS F   | GCGTAAGATCTTAGAGCGGTCTGGC     |
| IbKCS R   | GGAGTCGGATTGAAGAGACTACAATTCAC |
| IbPCL F   | ATGATGTGCCGTCGTGAGGG          |
| IbPCL R   | GGTAGCTGGGCCCCGTAGTTGAAAG     |
| IbGAUT F  | ATGAAGGGCGGTGGAGCGCCTTAC      |
| IbGAUT R  | GCTTCAGGTTGATCATAAACATGAACC   |
| Pre408 F  | AAGTTGGGAAGGCGGTGGA           |
| Pre408 R  | GAAAAAGAATGGAGGAAAGGAGAGCC    |
| miR408 F  | TGCACTGCCTCTTCCCTGGCTAAA      |
| UniPCR 1  | CGACTGGAGCACGAGGACACTGA       |
| IbActin F | GACTACCATGTTCCCCGGTA          |
| IbActin R | TTGTATGCCACGAGCATCTT          |
| NPTII F   | GCGATGCCTGCTTGCCGAATA         |
| NPTII R   | ACCGTAAAGCACGAGGAAGCG         |
| NtActin F | ACCTTGCTGGACGTGACCTTACTGAT    |
| NtActin R | GTTGTCTCGTGGATTCCAGCAGCTT     |

**Construction primers**

|                       |                                                                |
|-----------------------|----------------------------------------------------------------|
| Pre408 XbaI F         | TCTAGAAAGTTGGGAAGGCGGTG                                        |
| Pre408 SmaI R         | CCCGGGGAGAAGAAAAAGAATGGAGGAAA                                  |
| IbKCS XbaI F          | TCTAGAATGGACGCGCGCGGAAGTCAAC                                   |
| IbKCS XmaI R          | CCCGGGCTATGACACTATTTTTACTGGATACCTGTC                           |
| IbPCL XbaI F          | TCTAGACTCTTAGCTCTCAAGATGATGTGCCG                               |
| IbPCL SmaI R          | CCCGGGGTCAAACAGCCGAGACAGCGATC                                  |
| IbGAUT BamHI F        | GGATCCATGAAGGGCGGTGGAGCGC                                      |
| IbGAUT XmaI R         | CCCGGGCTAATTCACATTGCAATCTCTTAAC                                |
| STTM-Mimic408-1       | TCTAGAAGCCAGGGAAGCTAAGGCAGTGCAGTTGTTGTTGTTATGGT<br>CTAATTTAAAT |
| STTM-Mimic408-2       | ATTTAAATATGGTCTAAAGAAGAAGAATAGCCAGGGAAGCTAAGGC<br>AGTGCACCCGGG |
| XbaI-STTM-Mimic408 1F | TCTAGAAGCCAGGGAAGCTAAG                                         |
| XmaI-STTM-Mimic408 2R | CCCGGGTGCACTGCCTTAG                                            |
| STTM-Mimic 1R         | ATTTAAATTAGACCATAACAACAACAAC                                   |
| STTM-Mimic 2F         | ATTTAAATATGGTCTAAAGAAGAAGAAT                                   |

**Table S3. Small RNA deep sequencings of the unwounded and wounded sweet potato leaves.**

|                                   | <b>Genome Analyzer IIx</b> |             |
|-----------------------------------|----------------------------|-------------|
|                                   | <b>W-</b>                  | <b>W+30</b> |
| <b>Before adapter trimming</b>    |                            |             |
| <b>Total reads</b>                | 16538421                   | 15987130    |
| <b>GC percentage (%)</b>          | 51                         | 52          |
| <b>Reads length</b>               | 51                         | 51          |
| <b>After adapter trimming</b>     |                            |             |
| <b>Total reads</b>                | 16298335                   | 15661977    |
| <b>GC percentage (%)</b>          | 48                         | 49          |
| <b>Reads length</b>               | 1-51                       | 1-51        |
| <b>Number of read count &gt;1</b> | 259299                     | 234732      |
| <b>Poly A, T, C, G, N</b>         | 1053                       | 752         |
| <b>Unique reads</b>               | 258246                     | 233980      |
| <b>Rfame matching</b>             | 503                        | 466         |
| <b>Known miRNA matching</b>       | 91                         | 90          |
| <b>Unmatched</b>                  | 222606                     | 201846      |

**Table S4. Statistics of the paired-end transcriptome sequencing data from sweet potato leaves.**

|                                | Transcriptome |          |
|--------------------------------|---------------|----------|
|                                | Read 1        | Read 2   |
| <b>Before adapter trimming</b> |               |          |
| <b>Total reads</b>             | 21649749      | 21649749 |
| <b>GC percentage (%)</b>       | 47            | 47       |
| <b>Reads length</b>            | 251           | 251      |
| <b>After adapter trimming</b>  |               |          |
| <b>Total reads</b>             | 21644025      | 21648335 |
| <b>GC percentage (%)</b>       | 48            | 48       |
| <b>Reads length</b>            | 1-251         | 1-251    |
| <b>Unique reads</b>            | 19438419      | 19903499 |
| <b>Mapping with contig</b>     |               |          |
| <b>Mapping reads</b>           | 16394651      | 15247754 |
| <b>Mapping rate</b>            | 75.75%        | 70.43%   |

**Table S5. Mature miR408 sequences in different plants.**

| <b>ID</b>             | <b>Mature sequence</b>        | <b>Species</b>               |
|-----------------------|-------------------------------|------------------------------|
| <b>Ib-miR408</b>      | UGCACUGCCUCUUCCCUGGC <b>U</b> | <i>Ipomoea batatas</i>       |
| <b>nta-miR408</b>     | UGCACUGCCUCUUCCCUGGC <b>U</b> | <i>Nicotiana tabacum</i>     |
| <b>stu-miR408b-3p</b> | UGCACUGCCUCUUCCCUGGC <b>U</b> | <i>Solanum tuberosum L.</i>  |
| <b>cca-miR408</b>     | UGCACUGCCUCUUCCCUGGC <b>U</b> | <i>Cynara cardunculus</i>    |
| <b>ppt-miR408</b>     | UGCACUGCCUCUUCCCUGGC <b>U</b> | <i>Physcomitrella patens</i> |
| <b>ath-miR408-3p</b>  | AUGCACUGCCUCUUCCCUGGC         | <i>Arabidopsis thaliana</i>  |
| <b>aly-miR408-3p</b>  | AUGCACUGCCUCUUCCCUGGC         | <i>Arabidopsis lyrata</i>    |
| <b>mtr-miR408-3p</b>  | AUGCACUGCCUCUUCCCUGGC         | <i>Medicago truncatula</i>   |
| <b>gma-miR408b-3p</b> | AUGCACUGCCUCUUCCCUGGC         | <i>Glycine max</i>           |
| <b>ahy-miR408-3p</b>  | AUGCACUGCCUCUUCCCUGGC         | <i>Arachis hypogaea L.</i>   |
| <b>car-miR408</b>     | AUGCACUGCCUCUUCCCUGGC         | <i>Cicer arietinum L.</i>    |
| <b>ptr-miR408</b>     | AUGCACUGCCUCUUCCCUGGC         | <i>Populus trichocarpa</i>   |
| <b>osa-miR408-3p</b>  | <b>C</b> UGCACUGCCUCUUCCCUGGC | <i>Oryza sativa</i>          |
| <b>tae-miR408</b>     | <b>C</b> UGCACUGCCUCUUCCCUGGC | <i>Triticum aestivum</i>     |
| <b>zma-miR408</b>     | <b>C</b> UGCACUGCCUCUUCCCUGGC | <i>Zea mays</i>              |

# Supplementary Figures

|             |   |     |     |     |     |     |     |     |     |     |     |     |     |     |
|-------------|---|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|
| Id-MIR408   | : | --- | *   | 20  | *   | 40  | *   | 60  | *   | 80  | *   | 100 | *   | 46  |
| In-MIR408   | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 64  |
| ath-MIR408  | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 71  |
| aly-MIR408  | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 68  |
| pch-MIR408  | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 47  |
| gma-MIR408a | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 33  |
| gma-MIR408b | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 26  |
| gma-MIR408d | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 22  |
| vvi-MIR408  | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 28  |
| ahy-MIR408  | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 38  |
| nra-MIR408  | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 29  |
| Sm-MIR408   | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 86  |
| SNO-MIR408  | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 30  |
| mtr-MIR408  | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 39  |
| cca-MIR408  | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 30  |
| stu-MIR408a | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 19  |
| stu-MIR408b | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 19  |
| aqc-MIR408  | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 21  |
| bta-MIR408  | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 64  |
| tae-MIR408a | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 100 |
| tae-MIR408b | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 72  |
| ata-MIR408  | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 74  |
| zma-MIR408b | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 58  |
| osa-MIR408  | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 86  |
| ppt-MIR408a | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 46  |
| ppt-MIR408b | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 51  |
| sof-MIR408a | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 92  |
| sof-MIR408b | : | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | 92  |

c g a ca

|             | 120 | *                              | 140 | *                         | 160 | *                         | 180 | *                        | 200 | *   | 220 |
|-------------|-----|--------------------------------|-----|---------------------------|-----|---------------------------|-----|--------------------------|-----|-----|-----|
| Ib-MIR408   | --- | TGAGATGGCAGTT                  | --- | GGGGTAA                   | --- | AGTGGCTGGCCTTTCCA         | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 108 |     |
| In-MIR408   | --- | TGAGATGGCAGCTTCAACTTCTGGGGTAA  | --- | AGTGGCTGGCTCTTGGCTGGCTCTC | --- | AGTGGCTGGCTCTTGGCTGGCTCTC | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 134 |     |
| ath-MIR408  | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 144 |     |
| aly-MIR408  | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 141 |     |
| pch-MIR408  | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 120 |     |
| gma-MIR408a | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 129 |     |
| gma-MIR408b | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 133 |     |
| gma-MIR408d | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 125 |     |
| vvi-MIR408  | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 101 |     |
| ahy-MIR408  | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 105 |     |
| nta-MIR408  | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 84  |     |
| Sm-MIR408   | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 156 |     |
| smo-MIR408  | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 109 |     |
| mtr-MIR408  | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 100 |     |
| cca-MIR408  | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 73  |     |
| stu-MIR408a | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 71  |     |
| stu-MIR408b | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 87  |     |
| aqc-MIR408  | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 139 |     |
| tae-MIR408a | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 200 |     |
| tae-MIR408b | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 160 |     |
| ata-MIR408  | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 181 |     |
| zma-MIR408b | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 147 |     |
| osa-MIR408  | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 177 |     |
| ppt-MIR408a | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 133 |     |
| ppt-MIR408b | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 116 |     |
| sof-MIR408a | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 200 |     |
| sof-MIR408b | --- | TGATTTAGTTTACTAATAACATTAAACGAC | --- | TTCTGTTTGTCTCTTACCCA      | --- | TGACATGGCTCTTGGCTGGCTCTC  | --- | TGACATGGCTCTTGGCTGGCTCTC | --- | 200 |     |

It

U

t

■ ५

[illegible]

**Fig. S1. Clusters of *miR408* precursors (*MIR408*) in different plant species.**

The comparisons of *miR408* precursor sequences among *Ipomoea batatas* (*Ib-MIR408*), *Ipomoea nil* (*In-MIR408*), *Arabidopsis thaliana* (*ath-MIR408*), *Arabidopsis lyrata* (*aly-MIR408*), *Pachycladon cheesemanii* (*pch-MIR408*), *Glycine max* (*gma-MIR408*), *Vitis vinifera* (*vvi-MIR408*), *Arachis hypogaea* (*ahy-MIR408*), *Nicotiana tabacum* (*nta-MIR408*), *Salvia miltiorrhiza* (*Sm-MIR408*), *Selaginella moellendorffii* (*smo-MIR408*), *Medicago truncatula* (*mtr-MIR408*), *Cynara cardunculus* (*cca-MIR408*), *Solanum tuberosum* (*stu-MIR408*), *Aquilegia caerulea* (*aqc-MIR408*), *Brassica rapa* (*bra-MIR408*), *Triticum aestivum* (*tae-MIR408*), *Aegilops tauschii* (*ata-MIR408*), *Zea mays* (*zma-MIR408*), *Oryza sativa* (*osa-MIR408*), *Physcomitrella patens* (*ppt-MIR408*) and *Saccharum officinarum* (*sof-MIR408*). Identical nucleotides are shaded by black color, and similar nucleotides are shaded by gray.

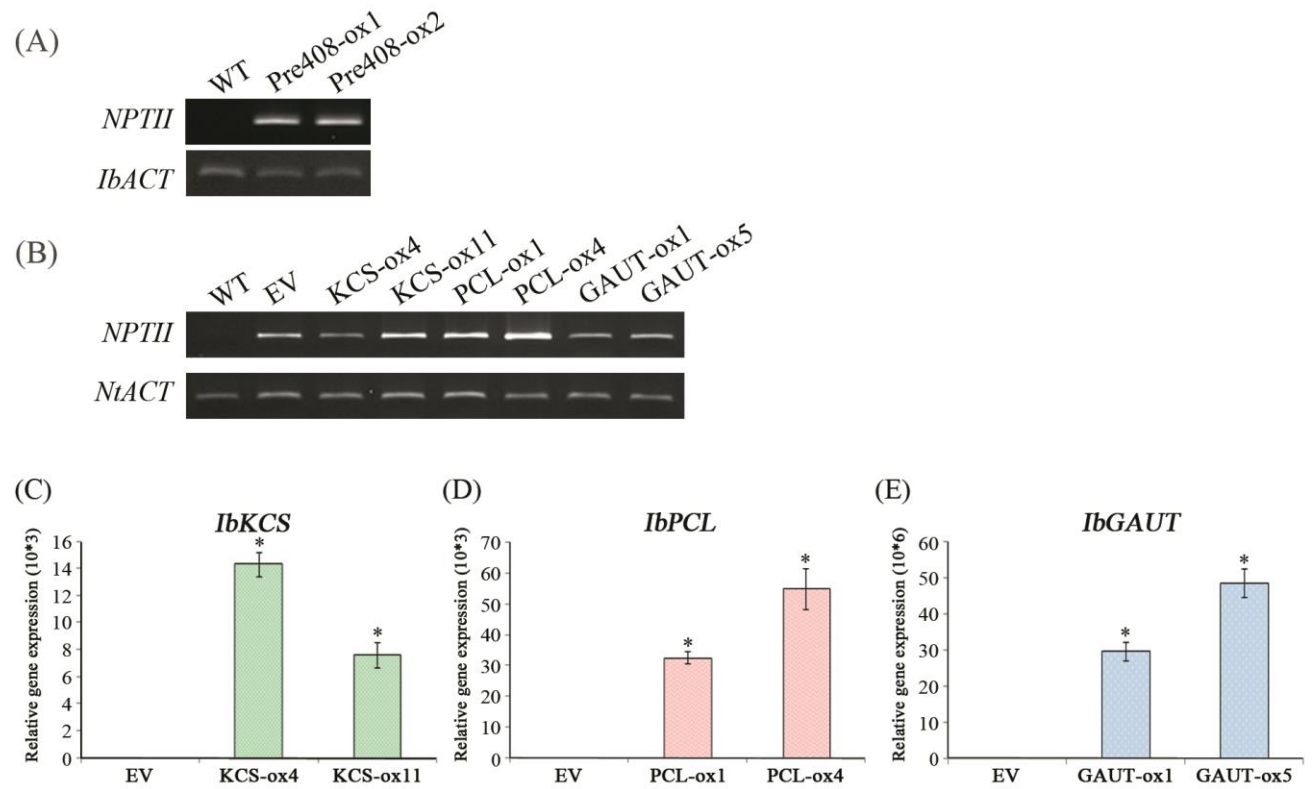

**Fig. S2. Analysis of transgenic plants.** RT-PCR analysis of transgenic sweet potato (A) and tobaccos (B) plants for *NPTII* gene and actin (control). Further, the expression level of *IbKCS* (C), *IbPCL* (D) and *IbGAUT* (E) in EV and *KCS*-ox, *PCL*-ox and *GAUT*-ox tobacco were determined by qRT-PCR. The expression of *NtACT* was used as an internal control. Data are indicated as means  $\pm$  SD ( $n = 4$ ). The asterisks represent the significant difference by Student's *t*-test (\* $P < 0.05$ ).

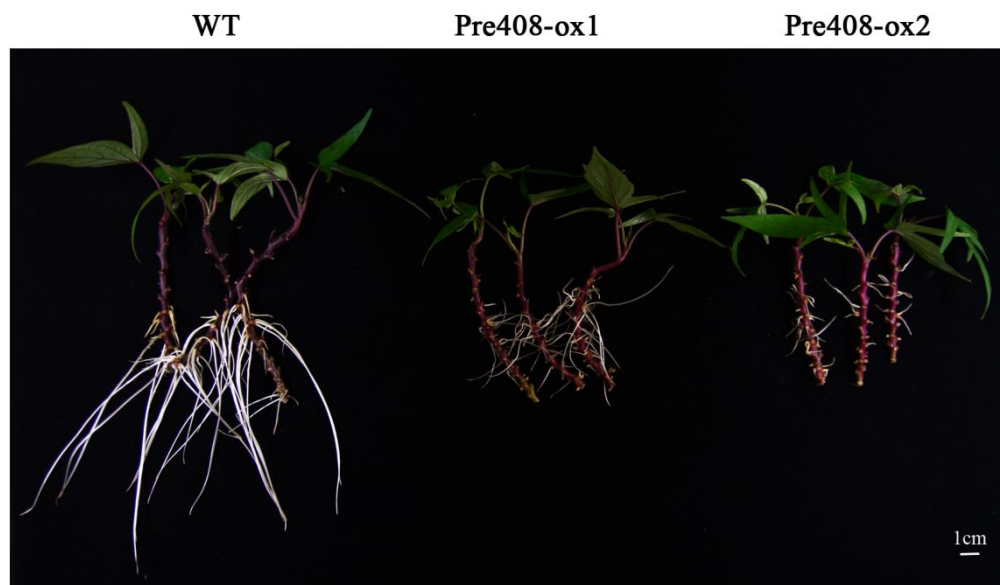

**Fig. S3. Phenotypes of sweet potato plants overexpressing miR408.** The root lengths of WT and miR408-ox plants were measured after the cuttage propagation of plants in water was performed for 7 d.

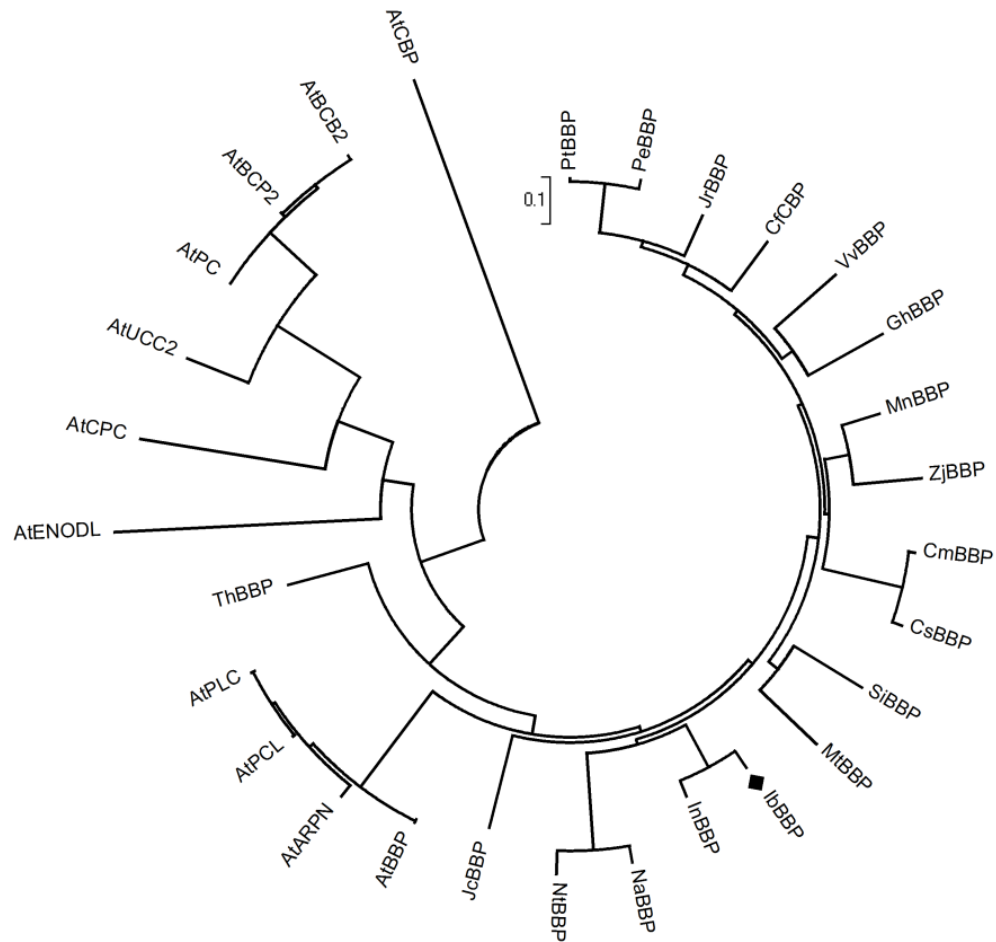

**Fig. S5. Phylogenetic tree of basic blue protein (BBP) family in plants.**

Phylogenetic analyses of the BBP family in *Ipomoea batatas* (Ib), *Arabidopsis thaliana* (At), *Ipomoea nil* (In), *Juglans regia* (Jr), *Nicotiana tomentosiformis* (Nt), *Nicotiana attenuate* (Na), *Sesamum indicum* (Si), *Medicago truncatula* (Mt), *Jatropha curcas* (Jc), *Populus euphratica* (Pe), *Populus trichocarpa* (Pt), *Morus notabilis* (Mn), *Cucumis melo* (Cm), *Cucumis sativus* (Cs), *Tarenaya hassleriana* (Th), *Cephalotus follicularis* (Cf), *Ziziphus jujuba* (Zj), *Vitis vinifera* (Vv) and *Gossypium hirsutum* (Gh) are shown. Alignment of the complete protein sequences of BBP family was carried out by ClustalX2. The phylogenetic relationships were analyzed by the neighbor-joining method. A bootstrap analysis of 1000 resampling replications was conducted in MEGA 4.1.

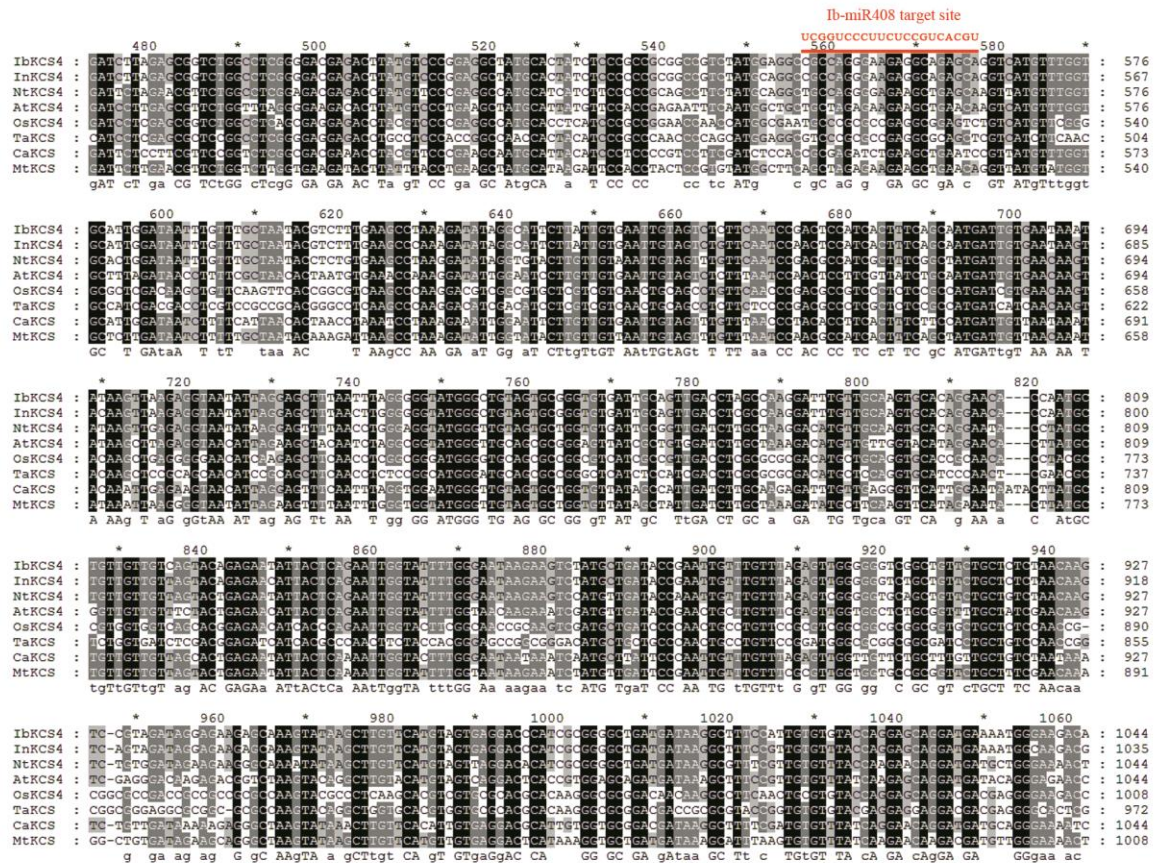

**Fig. S6. Comparisons of 3-ketoacyl-CoA synthase-like gene (KCS) in plants.**  
Comparisons of the KCS sequences among *Ipomoea batatas* (Ib), *Ipomoea nil* (In), *Nicotiana tabacum* (Nt), *Arabidopsis thaliana* (At), *Oryza sativa* (Os), *Triticum aestivum* (Ta), *Cicer arietinum* (Ca) and *Medicago truncatula* (Mt) are shown. The red underline indicates the Ib-miR408 binding site. The identical nucleotides are shaded by black color, and the similar nucleotides are shaded by gray.

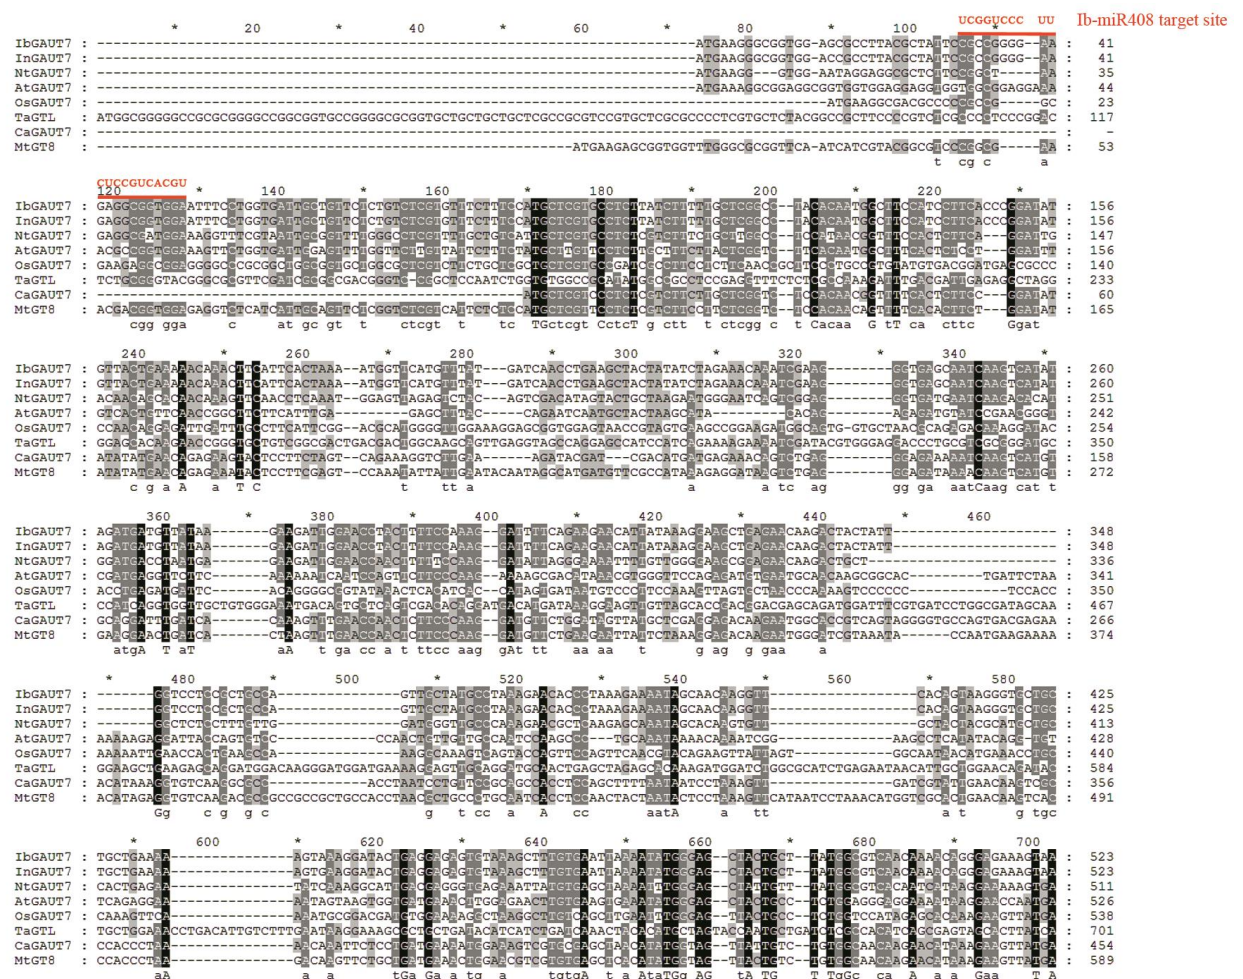

**Fig. S7. Comparisons of *galacturonosyltransferase-like* gene (*GAUT*) in plants.** The comparisons of *GAUT* sequence among *Ipomoea batatas* (Ib), *Ipomoea nil* (In), *Nicotiana tabacum* (Nt), *Arabidopsis thaliana* (At), *Oryza sativa* (Os), *Triticum aestivum* (Ta), *Cicer arietinum* (Ca) and *Medicago truncatula* (Mt) are shown. The red underline indicates the Ib-miR408 binding site. The identical nucleotides are shaded by black color, and the similar nucleotides are shaded by gray.

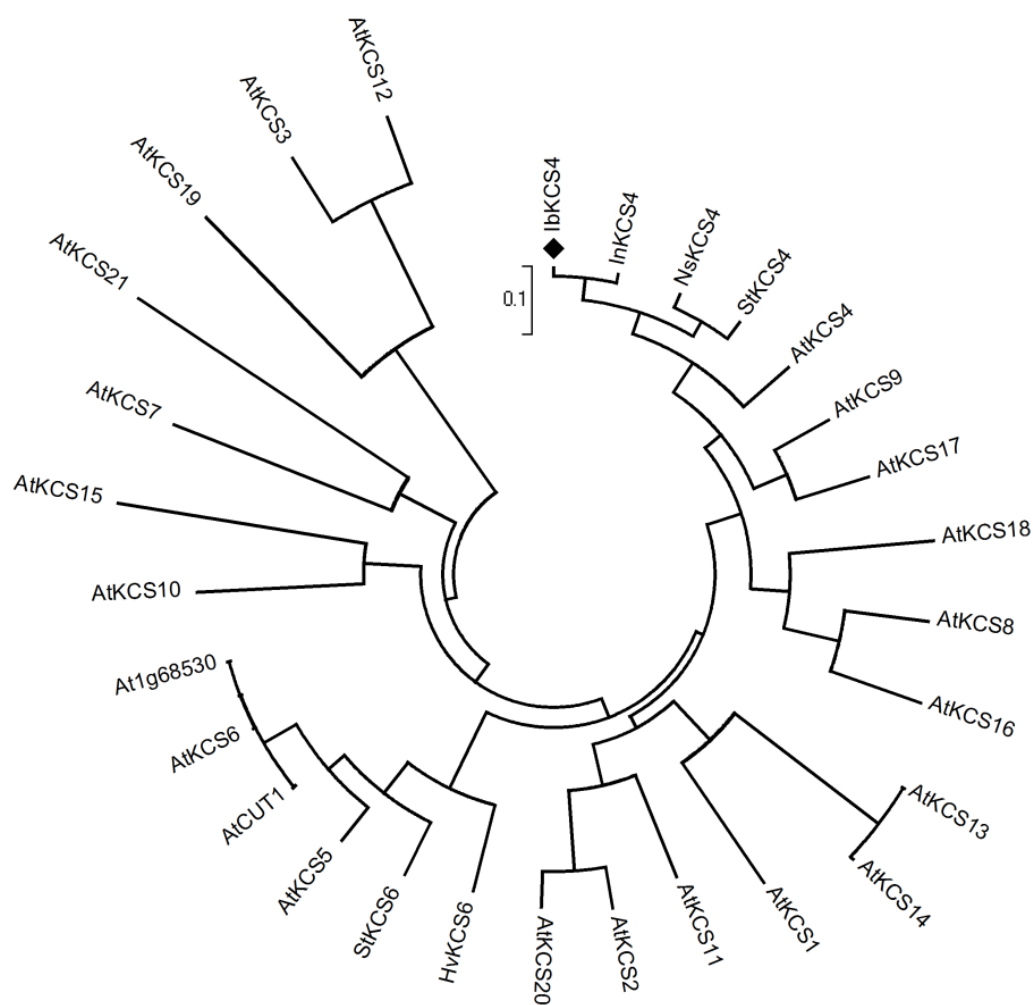

**Fig. S8. Phylogenetic tree of KCS protein family in plants.**

Phylogenetic analyses of the KCS Family in *Ipomoea batatas* (Ib), *Arabidopsis thaliana* (At), *Ipomoea nil* (In), *Solanum tuberosum* (St), *Nicotiana sylvestris* (Ns) and *Hordeum vulgare* (Hv) are shown. Alignment of the complete protein sequences of the KCS family was carried out by ClustalX2. The phylogenetic relationships were analyzed by the neighbor-joining method. A bootstrap analysis of 1000 resampling replications was conducted in MEGA 4.1.

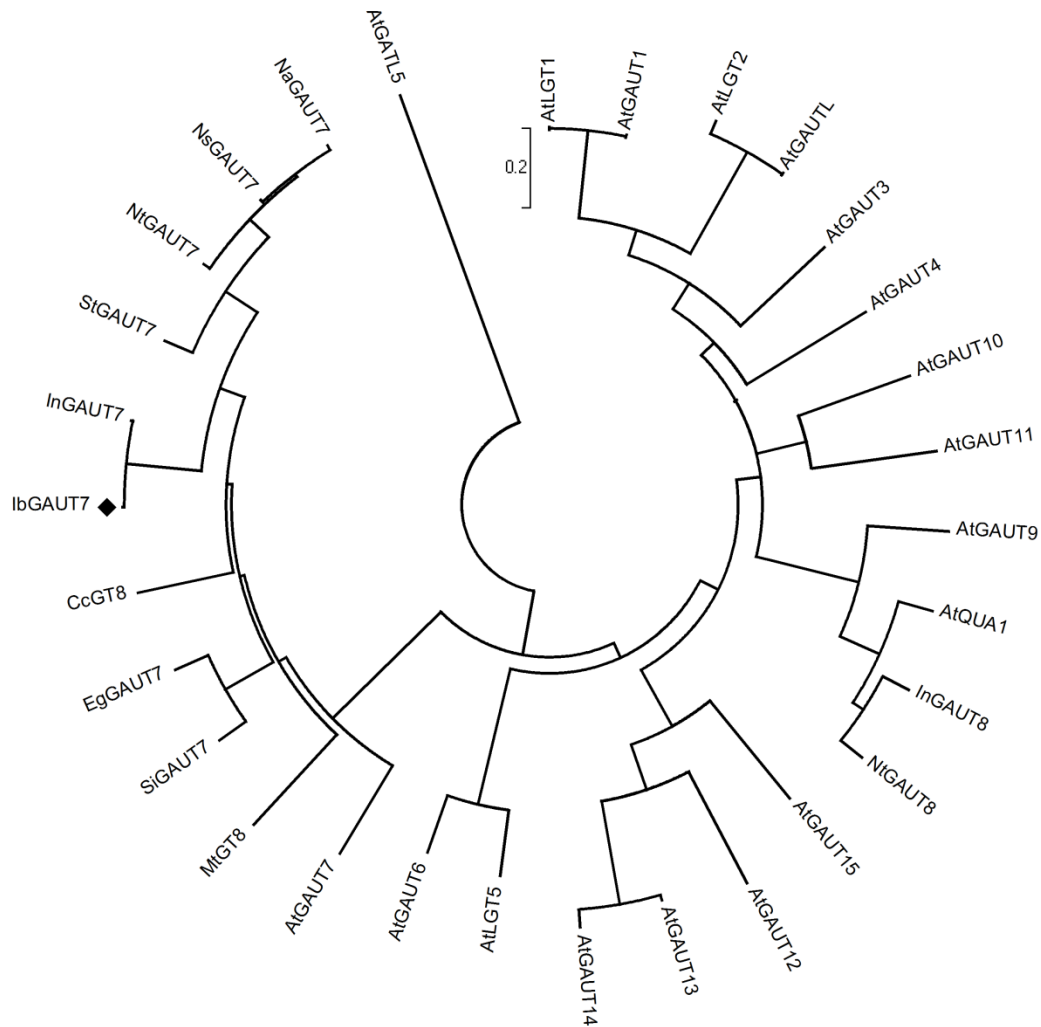

**Fig. S9. Phylogenetic tree of GAUT protein family in plants.**

Phylogenetic analyses of the GAUT Family in *Ipomoea batatas* (Ib), *Arabidopsis thaliana* (At), *Ipomoea nil* (In), *Solanum tuberosum* (St), *Nicotiana tomentosiformis* (Nt), *Nicotiana sylvestris* (Ns), *Nicotiana attenuate* (Na), *Sesamum indicum* (Si), *Erythranthe guttata* (Eg), *Cynara cardunculus* var. *scolymus* (Cc) and *Medicago truncatula* (Mt) are shown. Alignment of the complete protein sequences of the GAUT family was carried out by ClustalX2. The phylogenetic relationships were analyzed by the neighbor-joining method. A bootstrap analysis of 1000 resampling replications was conducted in MEGA 4.1.

How the deposited data were processed for this re-analysis (not part of the article)

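Small RNA from unwounded sweet potato leaves and from leaves wounded for 30 min was sequenced, 1 library per condition. The authors trimmed the adapters and deposited read counts of distinct sequences of 15 to 25 nt, without normalization. Sequences with N are included and make up 0.838% of the unwounded and 0.594% of the wounded reads. The deposited counts fall short of the paper's totals of trimmed reads by 13.3% in the unwounded and 19.7% in the wounded library. These reads were not analysed here. The paper's trimmed reads include lengths outside 15 to 25 nt, so such reads are among those missing, but how many is not known.

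RPM values were computed as the deposited count of a sequence divided by the paper's total of trimmed reads in its library. Ratios are wounded over unwounded RPM values. Their 95% intervals are exact conditional (Clopper-Pearson) intervals from the counts, and shares have Wilson intervals. Read counts of the 2 libraries were compared by two-sided Fisher's exact tests. No p-value was computed across sequences, which are not replicates. The variation between plants cannot be estimated from 1 library per condition, and the depth, 14137599 and 12570692 deposited reads, limits mainly miR408*, with 44 and 59 reads.

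Names were taken only from the paper. The named sequences are miR408 and miR408* of Table 1, the mature forms of Supplementary Table S5, the 5 most abundant names of Supplementary Table S1 that match exactly 1 sequence by their RPM values, every name there with miR408, the most abundant sequence of each library, and at most 2 sequences of 20 to 22 nt that rose and 2 that fell most among those with at least 100 reads in the library where they are lower. No genome was used here, so positions and annotations of the sequences are not given.

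The alternatives changed 1 choice at a time. The scaling used the sum of the deposited reads, the reads of 18 to 26 nt, the reads of 21 nt, edgeR's TMM factors (sequences with at least 10 reads in both libraries together), DESeq2's size factors (sequences with at least 10 reads in each library), or fragments sharing at least 15 nt with the primers of the rRNA loading control. miR408 was also counted with all sequences that hold its central 16 nt (positions 3 to 18), and with 3' end variants of 19 to 23 nt. Counts of sequences past the thresholds were repeated with minimums of 10 and 1000 reads.

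The ratio and interval computation was tested on simulated data, with Poisson counts drawn for 1825 sequences of which 100 were changed by a factor of 0.5 and 100 by a factor of 2. All of the changed sequences passed the threshold (100% in each direction), 94.7% of the intervals held the true ratio, and of 1625 unchanged sequences 48 fell below 0.8 and 81 rose above 1.2. The simulation had no spread between libraries beyond Poisson counts. It therefore checks the computation only, not how far the ratios of the real libraries vary. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, ViennaRNA 2.7.2, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used.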

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

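The results in this part come from sequences and lengths that the paper does not report on. Each lies above the value of 3 reads, 0.184 RPM in the unwounded and 0.192 RPM in the wounded library. The tests on the 20-nt sequences that rose most and on the reads of 15 nt were chosen only after these results were seen. With 1 library per condition, an effect of wounding cannot be told apart from a difference between the 2 library preparations in any of them.

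The 20-nt sequence GGCGGATGTAGCCAAGTGGA rose from 155 to 5186 reads (ratio of RPM 34.8), and CGGCGGACTGCTCGAGCTGC from 924 to 17771 reads (ratio 20.01). Counting error of independent reads does not account for the rises, since the smaller of the lower interval ends was 18.7. Reads that moved from other deposited forms, of 15 to 25 nt, with the same first 15 nt do not account for them either. Over all such deposited reads the ratios were 1.61 and 6.35, and without the 20-nt sequences themselves they were 1.02 and 3.04. Forms longer than 25 nt are not in the deposited counts, so a move from them could not be tested. A difference in the insert length selected for the 2 libraries would move the reads of 20 nt together. Over all reads of 20 nt the ratio was 1.05, and the median over the 349 sequences with at least 100 reads was 0.981. These values argue against such a difference as the source of rises this large. At most 0.86% of sequences of 20 nt with at least 100 reads rose as much. The 2 sequences were picked for their rise, so that percentage could hardly have come out otherwise. The origin of the sequences was not tested, since no genome was used, and a biological explanation remains a hypothesis.

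Reads of 15 nt rose 1.69-fold in RPM. The 10 sequences with the largest rise carried 69.9% of it, and without them the ratio was 1.31, although leaving out sequences picked for their rise had to lower it. The median ratio over the 374 sequences of 15 nt with at least 100 reads in both libraries together was 1.38, so the rise was not limited to a few sequences. Fragments of tRNA 5' ends were tested through conserved bases at positions 8 to 11, 14 and 15. The share of 15-nt reads with these bases rose 2.03-fold, against 1.18-fold for the same bases 1 position earlier. This rested on 1 sequence, which rose from 2600 to 21160 reads. Without it the share rose 1.16-fold, no more than the shifted pattern, although leaving out a sequence that rose so much had to lower it. With the bases at still earlier positions the share changed 0.724- to 1.19-fold. The test cannot decide between tRNA fragments as a class and this 1 sequence, so the rise cannot be assigned to the class. The ratio of all reads was 1.27 at 16 nt, 1.17 at 17 nt, 1.12 at 18 nt, 1.20 at 19 nt and 1.05 at 20 nt. It was 0.813 at 21 nt, 0.844 at 22 nt, 1.03 at 23 nt, 0.888 at 24 nt and 0.905 at 25 nt. The fall with length was not steady, but lengths up to 20 nt were above 1 and longer ones, except 23 nt, below 1. A difference in size selection between the libraries was not tested and remains open.

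The 20-nt form of miR408 lacking the last base stood at 273.7 RPM in the wounded library, above the 21-nt form at 197.04 RPM. The number of 20-nt reads per 21-nt read went from 0.994 to 1.39 (two-sided Fisher's exact test on the reads of the 2 libraries, p = 8.1e-27), a log2 change of 0.48. Among 83 other abundant 21-nt sequences, 64 also gained 20-nt forms, with a median log2 change of 0.28. The middle 90% of their changes ran from -0.80 to 1.28, and 33.7% gained at least as much as miR408. They needed only 10 reads of the short form over both libraries, against 8999 for miR408. Counting error can widen their range, so the 33.7% does not show how unusual miR408 is. A shortening of 3' ends across the whole wounded library, or a difference in size selection that acts the same way, is a candidate explanation for the common gain. Whether part of the change is particular to miR408 was not settled. Loss of bases from either end could not be judged for miR408, whose form lacking the first base had 4 reads in all. Among the 83 other sequences, 55 also gained the form lacking the first base, with a median log2 change of 0.11, so a loss of bases from both ends, or a general shift to shorter reads, was not excluded.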

How the results depend on the processing

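All alternatives were set before the data were examined, except the 20-nt and 22-nt forms of miR408 taken alone and the count of sequences without N, which were chosen after seeing the data. No paired analysis was possible because there is 1 library per condition, and for the same reason leaving out a replicate was not possible.

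The ratio of miR408 stayed below 0.8 under each scaling (0.629 to 0.758) except the reads of 21 nt, which gave 0.833, and with all its forms (0.779) or its 3' end variants (0.778). The 20-nt form alone gave 0.947 and the 22-nt form with U 0.512. The ratio of miR408* stayed above 1.2 under each alternative, from 1.30 to 1.72. Its 95% interval included 1 at the main setting (from 0.928), with DESeq2's size factors (from 0.981) and with the rRNA fragments (from 0.862), and lay above 1 with the sum of the deposited reads (from 1.003), edgeR's TMM factors (from 1.02), the reads of 18 to 26 nt (from 1.04), the reads of 21 nt (from 1.14) and all its forms (from 1.002). The change of the miR408:miR408* ratio was 0.555 with all forms against 0.485, while the ratios themselves moved to 192.2 in the unwounded and 106.7 in the wounded library. The low number of miR408* reads limits these ratios.

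Scaling by the reads of 21 nt moved the sequences of 20 to 22 nt below 0.8 from 968 to 570 and those above 1.2 from 207 to 448, and the matched names of Supplementary Table S1 below 0.8 from 28 to 11. This scaling multiplies every ratio by the same factor, 1.23, because the 21-nt reads as a whole were at 0.813 in the wounded library, and these changes follow from that factor. The matched names made up 34.0% of the 21-nt reads in the unwounded library, so the factor partly reflects their own low ratios. With the reads of 18 to 26 nt, 314 sequences were above 1.2. Apart from the reads of 21 nt, each scaling kept 21 to 28 of the matched names below 0.8. A minimum of 10 reads gave 11160 below 0.8 and 4347 above 1.2, and a minimum of 1000 gave 113 and 20, as the minimum sets how many sequences are counted. The median log2 ratio of 21-nt sequences, -0.26, was -0.33 with at least 1000 reads and -0.12 for sequences of 24 nt. With all deposited reads as the whole, reads of 21 nt made up 24.01% and 21.1%, and those of 24 nt 44.1% and 42.3%, in the unwounded and wounded library. The share of the exact miR408 in the wounded library was 33.02% with the central 14 nt. The cause of the other changes was not tested. In all, 36 of 55 alternatives kept the result on its side of the threshold, within its 95% interval or, for counts of sequences or names, within 1.5-fold of the main count.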

Differences from the paper's values

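The paper gives a single miR408:miR408* ratio of about 100:1. The ratio of the exact sequences was 107.8 in the unwounded library and 76 over both libraries, but 52.3 in the wounded library. With all sequences that hold the central 16 nt of each strand, set before the data were examined, the wounded ratio was 106.7, within the paper's value, while the unwounded ratio became 192.2.

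The paper's Supplementary Table S3 gives 259299 sequences in the unwounded and 234732 in the wounded library for the number with a read count above 1. The deposited counts hold 992937 and 872427 distinct sequences with more than 1 read. No alternative was set for these counts.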

Other observations

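The tests of the lower miR408 value and of the strand ratio were set before the data were examined.

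The lower RPM of miR408 in the wounded library was weighed against 4 explanations. Counting error of independent reads does not account for it, as the upper end of the interval of the ratio was 0.709. Reads that moved to other end variants of up to 25 nt, the longest deposited, account for part of it at most. Over all these forms the ratio was 0.779, with an upper interval end of 0.801 that reaches the threshold. A shift of the whole library's composition was not settled, because the ratio rose to 0.833 with the reads of 21 nt and stayed at 0.742 with edgeR's TMM factors, and the median ratio of 21-nt sequences was 0.836 with at least 100 reads and 0.796 with at least 1000. The ordinary spread between the 2 libraries is a candidate explanation, since 32.4% of sequences of 20 to 22 nt and of like abundance had a ratio as low. Among those of 21 nt alone, 21 of 49 (42.9%) did, and their median ratio was 0.706. This spread includes whatever wounding did to those sequences, so in these 2 libraries an effect of wounding on miR408 cannot be told apart from a difference between the libraries. The paper's northern blot and qRT-PCR are separate experiments and were not analysed here.

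With reads taken as independent, the fall of the miR408:miR408* ratio from 107.8 to 52.3 is larger than the counting error of miR408* (two-sided Fisher's exact test, p = 0.00034, on 3086 and 59 reads against 4742 and 44). It does not depend on the scaling of the libraries. As a hypothesis, the mature strand may have been lost faster than the passenger strand after wounding, or the 2 strands may have been recovered unequally in the 2 preparations; neither was tested.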
